# Analysis of miRNA expression profiles in the liver of *Clock*^Δ19^ mutant mice

**DOI:** 10.7717/peerj.8119

**Published:** 2019-11-28

**Authors:** Yanli Wang, Ke Lv, Mei Zhao, Hailong Chen, Guohua Ji, Yongliang Zhang, Tingmei Wang, Hongqing Cao, Yinghui Li, Lina Qu

**Keywords:** Liver, Clock mutation, Circadian rhythms, miRNAs

## Abstract

The circadian clock controls the physiological functions of many tissues including the liver via an autoregulatory transcriptional−translational feedback loop, of which CLOCK is a core positive component. In addition, many studies have indicated that microRNAs (miRNAs) regulate liver function. However, how CLOCK-regulated miRNAs are linked to liver function remains largely unknown. In this study, miRNAs expression profiles were performed in the liver of *Clock*^Δ19^ mutant mice. Compared to wild type mice, totals of 61 and 57 putative CLOCK-regulated miRNAs were differentially expressed (fold change absolute value ≥2) at zeitgeber time 2 and zeitgeber time 14, respectively. According to the pathway analyses, the target genes of differentially expressed miRNAs were mainly involved in pathways in cancer, the PI3K-Akt signaling pathway and the MAPK signaling pathway. Protein−protein interaction analyses revealed that the hub genes were primarily associated with pathway in cancer and circadian rhythms. Expression validation showed that while the expression levels of miR-195 and miR-340 were up-regulated, the rhythms of these two miRNAs were always maintained. The expression level of nr1d2 mRNA was down-regulated. We identified a number of prospective CLOCK-regulated miRNAs that play roles in the various physiological processes of the liver, providing a reference to better understanding the potential regulatory mechanisms in the liver.

## Introduction

The circadian clock is an internal time keeping system that allows organisms to adapt physiological and behavioral processes to environmental light/dark cycles (Kinoshita et al., 2014). In mammals, the master clock is located in the suprachiasmatic nucleus (SCN) (Enoki et al., 2017). The SCN exhibits endogenous rhythms and controls circadian rhythms in peripheral tissues such as liver, heart and kidney (Menaker, Murphy & Sellix, 2013). In addition, to receiving the information transmitted by neuronal and humoral pathways from the SCN, the peripheral tissues also have an internal timing system, and several clock genes such as transcriptional activators (e.g., *Clock* and *Bmal1*) and repressors (e.g., *Per1* and *Per2*) form a transcriptional−translational feedback loop (Zhou et al., 2016). The core clock transcription factor, CLOCK, coupled with BMAL1 activates the transcription of repressors as well as clock-controlled genes (CCGs). There is one additional regulatory feedback loop, in which the stabilizing feedback loop relies on alternate repression by REV-ERBα and activation by RORα (Lee & Kim, 2013; Ripperger & Albrecht, 2012).

The liver is currently the most extensively studied peripheral tissue with respect to circadian rhythms. Recent studies have suggested that CLOCK contribute to a wide variety of physiological processes in the liver, such as cell proliferation (Miller et al., 2007), cell division (Matsuo et al., 2003), and obesity (Marcheva et al., 2010; Turek et al., 2005). Matsuo et al. (2003) found that, several key genes involved in cell-cycle progression, including *Wee1* and *Cdc2*, were direct targets of the CLOCK–BMAL1 complex. Oishi et al. (2003) revealed that CLOCK was involved in the transcriptional regulation of many circadian output genes, based on microarray analyses using liver RNA isolated from *Clock* mutant mice. However, those studies were mainly focused on the protein-encoding mouse transcriptome. It is necessary to identify a more complete cohort of genes that are post-transcriptionally regulated by CLOCK to fully understand the molecular mechanisms by which clock genes affect physiological processes in the liver.

MicroRNAs (miRNAs), short non-coding RNA molecules, can regulate gene expression by repressing gene transcription by binding to the 3′ untranslated region (3′UTR) of target mRNAs (Lai, 2002). Several studies have demonstrated that circadian miRNAs, which have been identified by microarray-based expression profiling or miRNA-sequencing (miR-seq), are involved in metabolic homeostasis and cell cycles (Na et al., 2009; Vollmers et al., 2012).

In the present study, we performed a microarray analyses of miRNAs in the liver of *Clock*^Δ19^ mutant mice to identify putative CLOCK-regulated miRNAs. Then we conducted bioinformatic analyses to identify the target genes of differentially expressed miRNAs and analyzed the pathways in which they are involved. Our results provide a unique basis for further unraveling of the role of putative CLOCK-regulated miRNAs in the liver.

## Materials and Methods

### Ethics statement

All animal procedures used in this study were conducted in compliance with animal protection protocol as approved by the Institutional Animal Care and Use Committee in China. All the experimental procedures were approved by the Committees of Animal Ethics and Experimental Safety of China Astronaut Research and Training Center, and the ethical approval number was “2012-045.”

### Animals

*Clock* mutant mice (*Clock*^Δ19^) were acquired from the Institute of Psychology, Chinese Academy of Sciences, Beijing, China. All male mice at 6−8 weeks of age used in this study were individually caged and maintained under IVC conditions with 12 h light/dark cycle, lights-on at 07:00 h and free access to food and water for 2 weeks before using. At 09:00 h zeitgeber time 2 (ZT2), 21:00 h zeitgeber time 14 (ZT14) on the first day after 2 weeks adaptation period, three animals of each group were sacrificed by dry ice. The liver was isolated, quickly frozen and stored in liquid nitrogen. For analyzing genes expression by real-time PCR, *Clock* mutant mice and their wild type controls (5 mice of each group per time point) were killed every 4 h across 26 h at 09:00 h (ZT2), 13:00 h (ZT6), 17:00 h (ZT10), 21:00 h (ZT14), 01:00 h (ZT18), 05:00 h (ZT22) and 09:00 h of the following day (ZT2).

### Total RNA isolation and microarray hybridization

According to illumina’s protocol, the three RNA samples at each time point were mixed and isolated using the mirVana miRNA extraction Kit (Ambion, Austin, TX, USA). RNA labeling, microarray hybridization and data processing were analyzed by Shanghai OE Biotech. Co. Ltd., Briefly, RNA labeled and hybridized using the Agilent mouse 4 × 44 K microRNA microarray. Hybridization signals were detected with an Agilent DNA microarray scanner G2565BA, and scan images were analyzed using Agilent feature extraction software. Data is analyzed using Agi4×44PreProcess (Agilent Technologies, Santa Clara, CA, USA). The Fold Change Absolute larger than or equal to two was considered to have an evident difference.

### MicroRNA target prediction and functional annotation

The predicted targets of miRNAs (both changed at two time points with FCA ≥ 2) were analyzed by miRwalk (Dweep & Gretz, 2015), the predicted targets obtained from at least four programs in miRanda, miRDB, RNAhybrid, PICTAR 5, PITA and Targetscan were regarded as the putative target genes. Then the putative target genes were integrated into David (DAVID 6.7; https://david-d.ncifcrf.gov/) to analyze Gene Ontology and the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway (Huang, Sherman & Lempicki, 2009a, 2009b). Based on the interactions of miRNAs and target genes, the miRNA function network was built.

### Integration of protein–protein interaction network and module analysis

To evaluate the interactive relationships among prediction target genes, all genes were mapped to an online tool, STRING (Version 10.0) (Szklarczyk et al., 2015), to evaluate the Protein−protein interaction (PPI) information. The experimentally validated interactions with a combined score >0.4 were considered significant. Then, the Molecular Complex Detection (MCODE), one plug-in unit of Cytoscape (Shannon et al., 2003) was utilized to screen the modules of PPI network. The criteria were: for MCODE scores >5 and number of nodes >10. Moreover, the function and pathway enrichment analysis of the genes in the modules were performed. *p* < 0.05 was regarded as significant differences.

### Real time quantitative polymerase chain reaction

To validate the expression of miRNAs of interest, total RNA was extracted from liver tissue using the TRIzol regent (Cat. #15596026; Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. Then the RNA was reversed and poly A tailed using PrimeScript™ miRNA qPCR starter kit ver. 2.0 (Cat. # RR718; TaKaRa, Shiga, Japan). The cDNA was used as the template for the qPCR, which was performed using the SYBR^®^ Premix Ex Taq™II (Cat. #DRR820A; TaKaRa, Shiga, Japan).The sequences of primers used for qRT-PCR were presented in Table 1. Amplification data were analyzed using the comparative threshold (2^−ΔΔCt^) method after normalization to U6.

**Table 1:** The primers used for qRT-PCR analysis.

Gene	Forward sequences (5′–3′)	Reverse sequences (5′–3′)
U6	CTCGCTTCGGCAGCACATATACT	ACGCTTCACGAATTTGCGTGTC
miR-195	CGTAGCAGCACAGAAATATTGGC	
miR-338	AACAATATCCTGGTGCTGAGTG	
miR-340	CGGTCCGTCTCAGTTACTTTATAG	
miR-374	CGGATATAATACAACCTGCTAAGTG	
miR-669d	ACTTGTGTGTGCATGTATATGT	

**Note:**

The reverse primer of miRNAs referred to the manual of Prime Script™ miRNA qPCR starter Kit ver. 2.0 (Cat. #RR718; TaKaRa, Shiga, Japan).

## Results

### Identification of differentially expressed miRNA

A total of 194 miRNAs were identified in the liver of *Clock* mutant mice compared to WT mice (Table S1) at ZT2, of which the expression of 61 miRNAs (35 downregulated miRNAs and 26 upregulated miRNAs) differed by at least 1 fold (log_2_^fold change^ ≥ 1) (Fig. 1A). 

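The microarray experiment had 4 arrays, 1 for each genotype and time point: WT at ZT2, *Clock* mutant at ZT2, WT at ZT14 and *Clock* mutant at ZT14. ZT2 and ZT14 are 2 h and 14 h after lights on. Each array was hybridized with liver RNA pooled from 3 mice, so there was 1 measurement per condition and no replicate of any condition. The number of arrays limits the precision, and no test between genotypes at a single time point can be made. Agilent miRNA arrays read in 1 colour carried 13715 spots, of which 13000 belonged to 611 mouse miRNAs and 39 viral miRNAs, with 20 spots for each miRNA spread over 1 to 4 probes. The deposited scanner output gave the background-subtracted intensity of each spot and a call of whether each miRNA was detected. The files do not include any step that makes arrays comparable. The detected mouse miRNAs numbered 193 in WT and 161 in the mutant at ZT2, and 138 in WT and 142 in the mutant at ZT14. For each miRNA, the processed intensities of its spots were averaged within probes and then over probes, after leaving out spots marked as outliers, which were 3.23% to 3.51% of the miRNA spots of an array. The means were then divided by the 75th percentile of their array over the 123 mouse miRNAs detected on all 4 arrays. These percentiles were 537 and 503 for WT and mutant at ZT2, and 339.9 and 536 for WT and mutant at ZT14, so the WT array at ZT14 was the dimmest before scaling. Ratios of mutant to WT are on the log2 scale. A miRNA detected on 1 of 2 arrays was given a lower bound only: its signal was set against the higher of its own signal on the other array and the lowest signal among miRNAs detected there. That lowest signal was 2.42 units on the mutant array at ZT2 and 1.99 at ZT14, below the mean of the negative control spots of those arrays, 5.65 and 9.27, so the bounds were also computed with that mean as the lowest floor, an alternative chosen after seeing the data. The only spread given with a ratio is the SD of single repeated spots within a probe, combined over both arrays. It is larger than the error of a mean over spots, and it is technical and holds no difference between mice. Its median over miRNAs detected on both arrays was 0.15 on the log2 scale at ZT2 and 0.14 at ZT14.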

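At ZT2, 194 mouse miRNAs were detected on at least 1 of the arrays. Both arrays detected 160 of them, 33 were detected in WT only, and 1 was detected in the mutant only. With the paper's threshold of 2-fold, 16 miRNAs were lower in the mutant and 0 were higher. Of the 16, 4 were measured on both arrays and 12 are bounds, 11 of them of miRNAs detected on the WT array at ZT2 and on none of the other 3. With the floor at the mean of the negative controls, 10 were lower. The log2 ratios of the 160 miRNAs had a median of -0.065 and an SD of 0.36 across miRNAs, and 141 of them differed by less than 1.5-fold. The largest decrease measured on both arrays was that of miR-802, with a log2 ratio of -1.85 (spot SD 0.29). The next were miR-712 at -1.31 (spot SD 2.28) and miR-805 at -1.08 (spot SD 1.51), both smaller than the spread of their spots, miR-301a at -1.05 (spot SD 0.44) and miR-200b at -0.92 (spot SD 0.26). The largest increase was that of miR-451, 1.79-fold (log2 0.84, spot SD 0.06), followed by miR-139-5p at log2 0.67 (spot SD 0.30). Among the bounds, with the floor at the lowest detected signal, was miR-1 at 22.2-fold lower in the mutant. miR-133b was at 14.6-fold, miR-133a at 8.40-fold, miR-210 at 4.37-fold and miR-141 at 3.50-fold. With the floor at the mean of the negative controls the first 4 became 17.6-fold, 6.25-fold, 3.59-fold and 2.54-fold, and miR-141 a log2 of -0.58, under 2-fold. All of them were undetected in WT at ZT14 as well, where miR-1 was at 22.2-fold lower than in WT at ZT2 against the lowest detected signal. With the floor at the mean of the negative controls that bound was smaller. The median log2 ratio of ZT14 to ZT2 in WT for miR-1, miR-133a and miR-133b then went from -2.98 to -1.32. miR-142-5p, also detected on the WT array at ZT2 only, had a bound of 2.32-fold lower in the mutant. It was set against its own undetected signal there, 15.4 units before scaling, which lay above both floors. miR-486, detected in the mutant only, had a bound of 1.73-fold higher, set against its own signal in WT, 9.14 units. That too lay above both floors, so neither value could depend on the floor. The alternative that moved the count of higher miRNAs most was the authors' own processed values, which gave 27. At its threshold the paper counts decreased and increased miRNAs at ZT2 from the fold changes of these arrays (Fig. 1A).

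**Figure D1:**
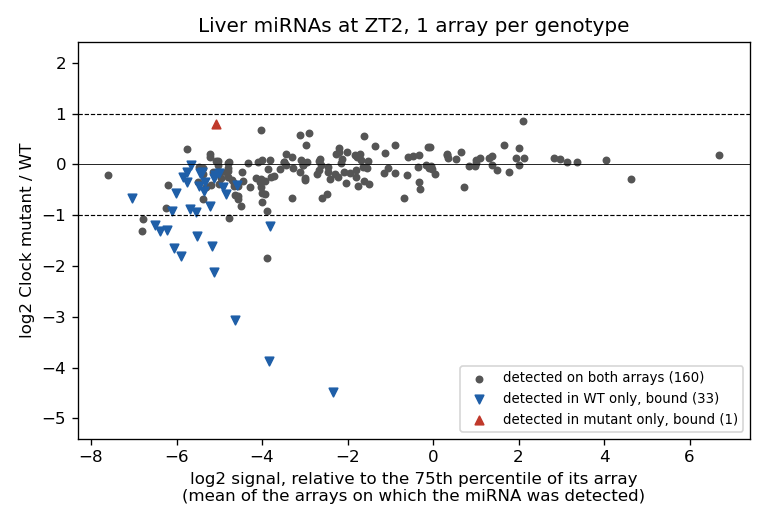
Log2 ratio of *Clock* mutant to WT at ZT2 for each detected miRNA, against its log2 signal relative to the 75th percentile of its array, averaged over the arrays that detected it. Grey points are the 160 miRNAs detected on both arrays, triangles are lower bounds for miRNAs detected on 1 array, and dashed lines mark 2-fold. The points farthest from 0 are bounds of miRNAs detected in WT only.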

Among 157 miRNAs (Table S2), 24 downregulated and 33 upregulated miRNAs were differentially expressed between *Clock* mutant and control mice at ZT14 (Fig. 1B). Of these miRNAs, miR-100, miR-221, miR-34a, miR-340-3p, miR-338-5p, miR-497, miR-195, miR-423-5p, miR-374, miR-669d, miR-429, miR-532-5p, miR-455 and miR-802, were differentially expressed at both time points (Fig. 1C). 

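At ZT14, 157 mouse miRNAs were detected on at least 1 array, 123 of them on both, 15 in WT only and 19 in the mutant only. At 2-fold, 21 miRNAs were lower in the mutant, 8 measured on both arrays and 13 as bounds, and 0 were higher. The 123 log2 ratios had a median of -0.031 and an SD of 0.64 across miRNAs, and 107 differed by less than 1.5-fold. The count of higher miRNAs rests on the scaling. Before scaling, the median log2 ratio was 0.63, a 1.54-fold brighter mutant array, and without scaling 16 miRNAs were at least 2-fold higher and 18 at least 2-fold lower. Scaling by the spike-in control probes, an alternative chosen after seeing the data, gave 32 higher and 17 lower. The largest decreases measured on both arrays were those of miR-466f-3p at log2 -3.48 (spot SD 0.67), miR-466i at -2.81 (spot SD 0.36), miR-467f at -2.41 (spot SD 0.22), miR-706 at -2.36 (spot SD 1.62) and miR-1187 at -2.09 (spot SD 0.23). miR-466f-3p, miR-466i, miR-467f and miR-706 turned to increases when the scanner's summed signal per miRNA was used, and were at -3.58, -3.19, -2.90 and -1.72 with the sum over detected probes, chosen after seeing the data, which leaves out what the summed signal adds. The largest increase measured on both arrays was that of miR-200b at 0.67 (spot SD 0.43), followed by miR-34a and miR-221, and then by miR-200a at 0.52 (spot SD 0.32). Among the bounds, with the floor at the lowest detected signal, were miR-466g at 26.1-fold lower and miR-574-3p at 23.3-fold. miR-468 was at 13.4-fold, miR-1196 at 7.34-fold and miR-669f at 6.41-fold. With the floor at the mean of the negative controls these bounds were 5.60-fold, 7.74-fold, 2.88-fold, 7.34-fold and 4.20-fold, in another order, and 19 miRNAs were lower in all. miR-1196 did not move because its own undetected signal in the mutant, 9.36 units before scaling, lay above both floors. miR-96, detected in the mutant only, had a bound of 1.56-fold higher. It was set against its own signal in WT, 10.3 units, also above both floors, so it could not depend on the floor.

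**Figure D2:**
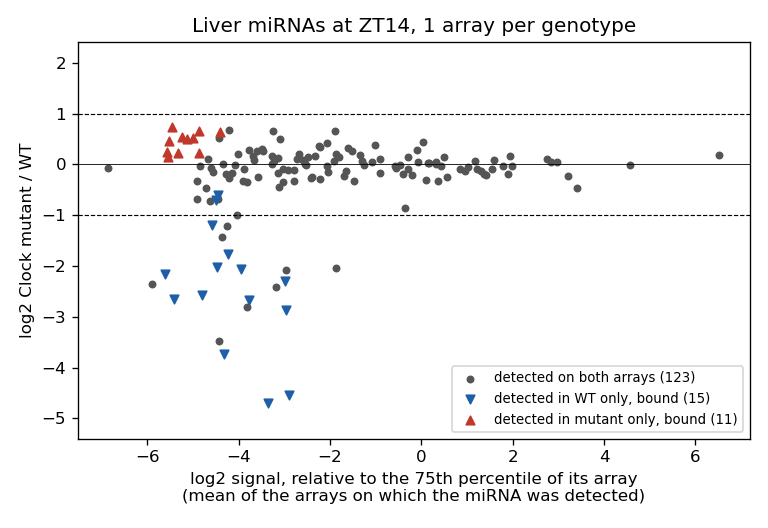
Log2 ratio of *Clock* mutant to WT at ZT14 against log2 signal relative to the 75th percentile of the array, averaged over the arrays that detected the miRNA. Grey points are the 123 miRNAs detected on both arrays, downward triangles the 15 bounds of miRNAs detected in WT only, and upward triangles 11 bounds of miRNAs detected in the mutant only; the other 8 of these had a bound under 1 and are not drawn. Dashed lines mark 2-fold, and no point lies above the upper one.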

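Among the 14 miRNAs, 10 were detected on both arrays at ZT2, 8 with a log2 ratio above 0 and 2 below, and 6 were detected on both arrays at ZT14, 5 above 0 and 1 below. None was at least 2-fold higher at either time point after scaling by the 75th percentile over the 123 miRNAs detected on all 4 arrays. Without scaling, 0 were at ZT2 and 7 at ZT14. At ZT14 other scalings also put some past 2-fold. miR-340-3p had bounds of log2 1.24 with the 75th percentile over all mouse miRNAs, 1.48 with quantile normalization and 1.56 with spike-in scaling. With the median scaling its bound was 0.76, under 2-fold. Spike-in scaling gave 1.24 for miR-195. The scaled summed signal, which differs in how probes are summarized, gave 3.41 for miR-340-3p and 4.59 for miR-374. With the sum over detected probes, chosen after seeing the data, miR-374 was at 0.64 and miR-340-3p had no bound above 1. miR-455 and miR-802 were at least 2-fold lower at both time points after the scaling over the 123 miRNAs. They are the 2 miRNAs of the whole array that passed 2-fold at both. miR-802 had a log2 ratio of -1.21 (spot SD 0.37) at ZT14, and it was under 2-fold there without scaling at -0.55, with the 75th percentile over all mouse miRNAs at -0.70, quantile normalization at -0.61, normexp at -0.62 and spike-in scaling at -0.39, while the scanner's summed signal per miRNA gave 0.68 with scaling and 1.40 without. At ZT2 it was under 2-fold with normexp, at -0.59, and with the summed signal, at -0.038 with scaling and 0.080 without. With the sum over detected probes, which leaves out what the summed signal adds, miR-802 was at -2.29 at ZT2 and -1.78 at ZT14. miR-455, detected in WT only, had bounds of 2.30-fold lower at ZT2 and 6.30-fold lower at ZT14. Its WT signals before scaling, 5.93 at ZT2 and 7.98 at ZT14, lay below the mean of the negative control spots of those arrays, 6.60 and 9.53, and with the floor at the negative control mean it had no bound above 1 at ZT2 and 1.36-fold at ZT14. With that floor, and with detection called from spots well above background, 1 miRNA passed at both time points. miR-100 was higher by log2 0.61 (spot SD 0.15) at ZT2 and 0.50 (spot SD 0.18) at ZT14, miR-221 by 0.58 (spot SD 0.12) and 0.66 (spot SD 0.18), and miR-34a by 0.56 (spot SD 0.16) and 0.66 (spot SD 0.16), differences larger than the spread of their spots. miR-497 was higher by 0.25 (spot SD 0.15) and 0.37 (spot SD 0.15). miR-423-5p was at 0.21 (spot SD 0.55) at ZT2, within the spread of its spots, and had no bound above 1 at ZT14. miR-429 had bounds of 1.51-fold lower at ZT2 and 1.43-fold higher at ZT14, the latter 1.12-fold with the floor at the negative control mean, and miR-532-5p 1.35-fold lower and 1.19-fold higher, the latter with no bound above 1 at that floor.

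**Figure D3:**
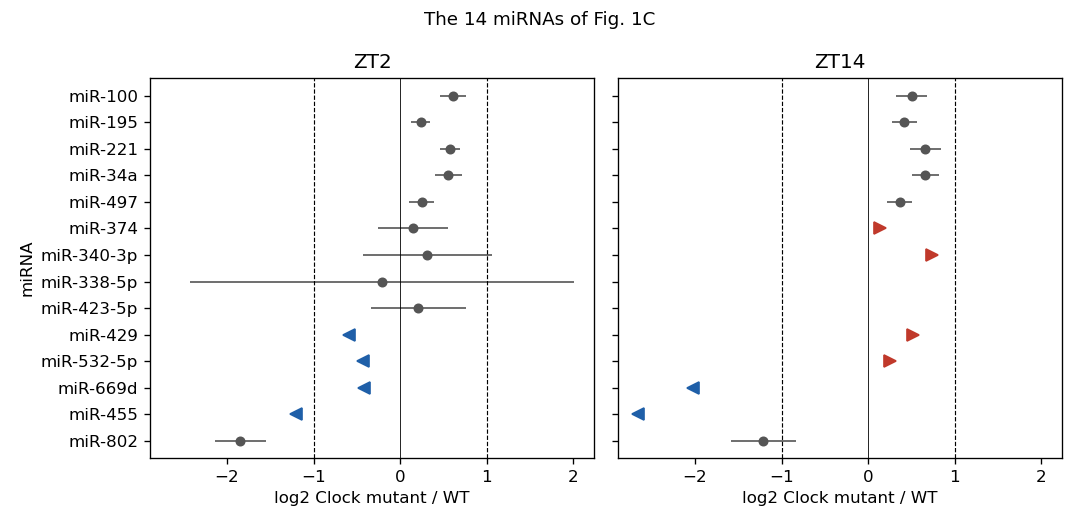
Log2 ratio of *Clock* mutant to WT at ZT2 and ZT14 for the 14 miRNAs. Circles are miRNAs detected on both arrays, with bars of 1 SD of their spots; triangles are lower bounds and point away from 0 in the direction of the change; miRNAs without a mark had no bound above 1. Dashed lines mark 2-fold, which miR-802 and miR-455 pass at both time points and miR-669d at ZT14.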

Next, these 14 conserved miRNAs were evaluated by downstream target prediction and biological annotation enrichment analyses.

**Figure 1:**
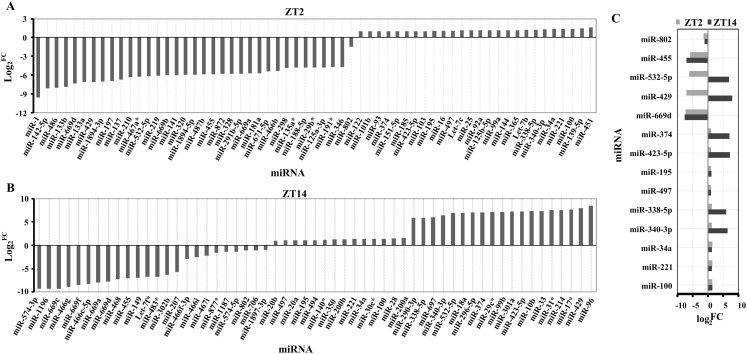
Differentially expressed miRNAs in the liver of *Clock*^Δ19^ mutant mice. (A) miRNAs changed in clock mutant mice compared with WT mice at ZT2. (B) miRNAs changed in *Clock* mutant mice compared with WT mice at ZT14. (C) miRNAs altered both in ZT2 and ZT14 under *Clock* mutant conditions. FC was the meaning of Fold Change. The value exceeds and below zero were considered up and down, respectively. All selected miRNAs were FCA ≥ 2.

### miRNA regulatory network

The putative target genes of the 14 differentially expressed miRNAs were predicted by miRwalk to obtain a more comprehensive understanding of their roles in the liver. Of these 1,781 putative miRNA-mRNA pairs, several core circadian clock gene-miRNA pairs (miR-340-3p targeting *Clock*, *Per1*, *Cry2*; miR-669d targeting *Per2*; miR-374 targeting *Per3* and miR-338-5p targeting *Nr1d1*) were identified (Table S3; Fig. 2). Twenty four genes were identified as potential targets of three miRNAs. Notably, the Nrn1 gene was regulated by four miRNAs: miR-34a, miR-374, miR-423-5p, and miR-669d. In addition, miR-195, miR-338-5p, miR-374 and miR-497 together regulate the *Hoxa10* gene (Fig. 2).

**Figure 2:**
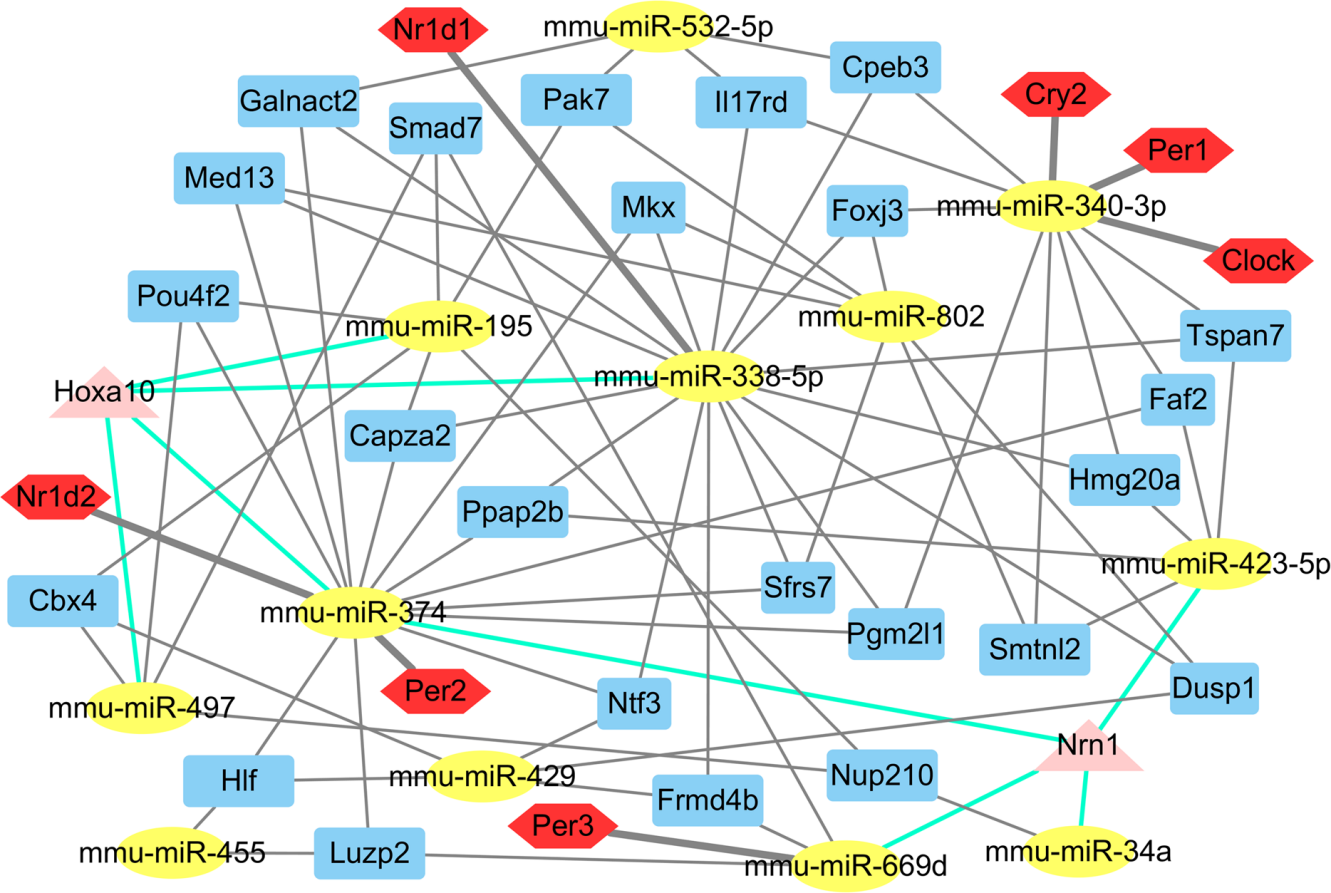
The main miRNA-target mRNA regulatory network of 14 miRNAs. The yellow ellipses indicate miRNAs, others are genes. Red hexagons represent circadian genes. Blue rectangles represent the genes, which are controlled by three miRNAs; triangles in pink indicate the genes, which are controlled by four miRNAs.

### Gene ontology and KEGG pathway analyses of the differentially expressed miRNA targets

For functional enrichment analyses of miRNAs, we uploaded the full list of target genes to DAVID 6.7 and extracted clustering information of the biological process (BP), cellular component (CC), molecular function (MF), and KEGG pathway categories. The BP category were mostly involved in regulation of transcription, regulation of RNA metabolic process, and intracellular signaling cascade (Fig. 3A). As shown in Fig. 3B, CC category analyses revealed that the target genes were highly associated with plasma membrane, membrane-enclosed lumen, and intracellular organelle lumen. In the MF category, the three most enriched terms were ion binding, cation binding and metal ion binding (Fig. 3C). The three most enriched KEGG pathways were the pathways in cancer, PI3K-Akt signaling pathway, and the MAPK signaling pathway (Table 2).

**Figure 3:**
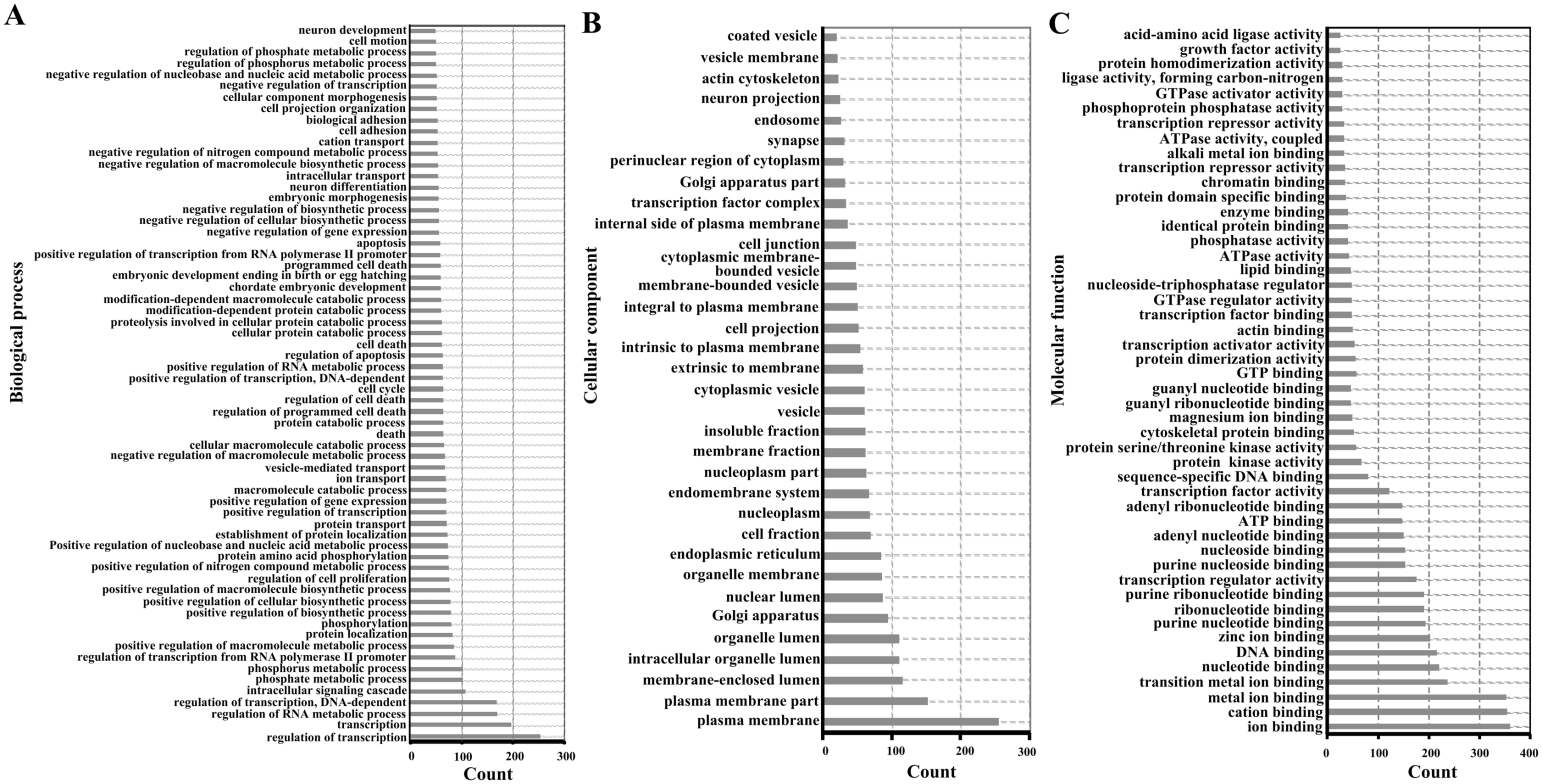
Enriched gene ontology terms of predicted targets of 14 differentially expressed miRNAs in the liver of *Clock* mutant mice. (A) Biological process. (B) Cellular component. (C) Molecular function.

**Table 2:** The KEGG pathway of the potential target genes. The KEGG pathway were analyzed by the predicted target genes of 14 differentially expressed miRNAs.

Term	Count	*p* Value	Genes
Pathways in cancer	54	4.13E−05	E2F2, ADCY1, FGF7, PPARG, LPAR4, FOXO1, LPAR1, PTEN, CCNE1, MAX, FOS, RALA, PLCB1, AKT3, PTGER4, ROCK2, RUNX1T1, LEF1, STK4, VEGFC, EP300, CRKL, HIF1A, GNB2, GNAQ, JUN, MAPK3, MAPK9, GNAS, WNT5A, GNAI3, BCL2L1, TCF7L2, IGF1R, RAC1, RUNX1, TRAF3, AXIN1, COL4A3, BMP2, MAP2K1, CBL, SMAD3, RAF1, HGF, FZD5, KITL, FZD4, FZD7, NRAS, CBLB, CDKN1A, LAMA5, GNG10
PI3K-Akt signaling pathway	42	0.004263	CRTC2, FGF7, PPP2R5A, CSF1, LPAR4, BCL2L1, LPAR1, PTEN, CCNE1, IGF1R, COMP, PPP2CA, RAC1, CREB3L1, ANGPT1, PDGFD, COL11A1, INSR, PPP2R2D, AKT3, COL4A3, SGK1, MAP2K1, ITGA1, RAF1, HGF, ITGA4, KITL, COL5A2, IL6RA, NRAS, VEGFC, CDKN1A, GNB2, CCND2, LAMA5, GNG10, MAPK3, YWHAQ, EFNA4, COL24A1, IL2
MAPK signaling pathway	37	2.07E−04	IL1R1, FGF7, TNF, MRAS, DUSP10, CACNB2, CACNB4, MAX, FOS, MAP3K2, MAP3K1, RAC1, MAP3K8, PPP3CA, MAP2K6, AKT3, NFATC1, NTF3, MAP2K1, TAOK1, NF1, MAP2K4, RAF1, STK4, NRAS, CRKL, MAPK12, DUSP1, RPS6KA2, JUN, MAPK3, MAPK9, RAP1B, DUSP8, GADD45A, CACNA1D, DUSP6
HTLV-I infection	35	0.004332	WNT5A, CRTC2, E2F2, IL1R1, ADCY1, TNF, MRAS, ITGB2, BCL2L1, MYBL2, MSX2, FOS, MAP3K1, PPP3CA, AKT3, TBPL1, NFATC1, KAT2B, MAP2K4, SMAD3, FZD5, FZD4, FZD7, NRAS, CDKN1A, SLC25A31, MSX1, ATF3, EP300, MAD2L1, CCND2, ETS1, JUN, ETS2, IL2
Proteoglycans in cancer	34	2.73E-05	WNT5A, CAV2, CAV1, TNF, MRAS, CAMK2G, LUM, SDC4, HOXD10, IQGAP1, SDC2, IGF1R, ANK2, RAC1, FRS2, CAMK2A, AKT3, MAP2K1, ROCK2, CBL, RAF1, HGF, FZD5, DDX5, FZD4, PPP1CB, FZD7, NRAS, CDKN1A, CBLB, HIF1A, MAPK12, MAPK3, HBEGF
Focal adhesion	34	4.10E−05	CAV2, CAV1, PTEN, VCL, IGF1R, PAK7, ARHGAP5, PAK4, COMP, RAC1, PDGFD, COL11A1, AKT3, COL4A3, VAV3, ACTN4, MAP2K1, ROCK2, ITGA1, RAF1, ACTN1, HGF, ITGA4, COL5A2, PPP1CB, VEGFC, CRKL, CCND2, LAMA5, JUN, MAPK3, MAPK9, RAP1B, COL24A1
Rap1 signaling pathway	33	1.86E−04	ADCY1, FGF7, GNAI3, CSF1, MRAS, LPAR4, ITGB2, LPAR1, IGF1R, CNR1, RAC1, RALA, ANGPT1, PDGFD, PLCB1, INSR, AKT3, MAP2K6, MAP2K1, RAF1, HGF, KITL, DOCK4, NRAS, VEGFC, CRKL, GNAQ, MAPK12, ID1, MAPK3, GNAS, RAP1B, EFNA4
Ras signaling pathway	31	0.002606	FGF7, CSF1, MRAS, ARF6, BCL2L1, IGF1R, PAK7, PAK4, RAC1, RALA, ANGPT1, PDGFD, INSR, AKT3, MAP2K1, NF1, RAF1, HGF, STK4, KITL, NRAS, VEGFC, GNB2, ETS1, GNG10, ETS2, MAPK3, MAPK9, PLA2G6, RAP1B, EFNA4
cAMP signaling pathway	30	4.80E−04	ADCY1, GNAI3, CAMK2G, PDE3B, SOX9, FOS, RAC1, PDE4B, CREB3L1, SUCNR1, CAMK2A, AKT3, NFATC1, VAV3, MAP2K1, ROCK2, HTR4, RAF1, CFTR, GRIA4, ATP1A2, PPP1CB, EP300, GRIA2, JUN, MAPK3, MAPK9, GNAS, RAP1B, CACNA1D
Endocytosis	29	0.082734	CAV2, CAV1, CHMP4B, CAPZA2, SNX2, ARF6, SNX4, EEA1, CLTC, AMPH, IGF1R, ARPC2, SH3GLB1, WWP1, SPG20, DNAJC6, VPS4A, WIPF1, IQSEC2, CBL, KIF5C, PSD3, SMAD3, A230046K03RIK, ARPC1A, CBLB, RAB35, WASL, RAB10
Oxytocin signaling pathway	28	6.06E−05	ADCY1, GNAI3, CAMK2G, CACNB2, CACNB4, KCNJ12, KCNJ14, FOS, PPP3CA, PLCB1, CAMK2A, NFATC1, MAP2K1, ROCK2, PRKAB2, PRKAB1, RAF1, PPP1CB, KCNJ5, CD38, NRAS, CDKN1A, GNAQ, JUN, MAPK3, GNAS, GUCY1B3, CACNA1D
Regulation of actin cytoskeleton	27	0.012774	FGF7, MRAS, IQGAP3, ITGB2, IQGAP1, VCL, PAK7, ARPC2, PAK4, RAC1, PDGFD, VAV3, MAP2K1, ACTN4, ROCK2, ITGA1, ACTN1, RAF1, ITGA4, PPP1CB, ARPC1A, NRAS, CRKL, MAPK3, CYFIP1, WASL, PIP4K2B
Dopaminergic synapse	26	2.50E−05	GNAI3, PPP2R5A, CAMK2G, KIF5C, MAOB, GRIA4, PPP1CB, KCNJ5, FOS, GNAQ, GRIA2, GNB2, MAPK12, PPP2CA, GNG10, SLC18A2, CREB3L1, MAPK9, GNAS, PPP3CA, PLCB1, CACNA1D, CAMK2A, CLOCK, AKT3, PPP2R2D
FoxO signaling pathway	26	2.50E−05	SGK1, MAP2K1, PRKAB2, PRKAB1, FOXO1, SMAD3, RAF1, HOMER1, SIRT1, STK4, PTEN, IL10, NRAS, IGF1R, TNFSF10, PLK4, CDKN1A, EP300, MAPK12, CCND2, MAPK3, MAPK9, KLF2, GADD45A, INSR, AKT3
Signaling pathways regulating pluripotency of stem cells	26	4.19E−05	WNT5A, BMI1, MEIS1, ACVR1C, ACVR1B, IGF1R, AKT3, AXIN1, BMP2, MAP2K1, MYF5, SMAD5, SMAD3, RAF1, FZD5, FZD4, FZD7, NRAS, ACVR2A, MAPK12, ID1, MAPK3, ID4, BMPR1B, ZFHX3, BMPR1A
Axon guidance	25	3.80E−05	GNAI3, PLXNA2, EPHB2, SEMA5A, PAK7, UNC5B, SEMA3F, PAK4, SEMA3E, RAC1, PPP3CA, SEMA3A, LRRC4, ROCK2, NTNG1, SLIT2, SLIT3, NCK2, EPHA4, SEMA6A, NRAS, EPHA7, RND1, MAPK3, EFNA4
Hippo signaling pathway	25	4.73E−04	WNT5A, BTRC, GDF6, ITGB2, TCF7L2, LATS2, CTGF, PPP2CA, DLG3, FBXW11, PPP2R2D, AXIN1, BMP2, SMAD3, LEF1, FZD5, SNAI2, FZD4, PPP1CB, FZD7, ID1, CCND2, YWHAQ, BMPR1B, BMPR1A
Wnt signaling pathway	24	4.22E−04	WNT5A, ROCK2, CAMK2G, BTRC, LEF1, FZD5, DAAM2, TCF7L2, FZD4, FZD7, EP300, SFRP1, CCND2, JUN, RAC1, MAPK9, WIF1, PPP3CA, RUVBL1, PLCB1, CAMK2A, FBXW11, AXIN1, NFATC1
Transcriptional misregulation in cancer	24	0.003952	BMI1, CCNT2, NFKBIZ, LDB1, PPARG, RUNX1T1, FOXO1, TSPAN7, BCL2L1, AFF1, DDX5, MEIS1, MYCN, IGF1R, MAX, CDKN1A, FLI1, SP1, CCND2, GOLPH3, ETV6, RUNX1, HPGD, MLLT3
TGF-beta signaling pathway	23	2.58E−07	BMP2, TNF, LTBP1, E2F5, SMAD7, GDF6, SMAD6, SMAD5, SMAD3, ACVR1C, ACVR2A, ACVR1B, EP300, SP1, ID1, PPP2CA, MAPK3, TGIF1, ID4, BMPR1B, PITX2, BMPR1A, TFDP1
cGMP-PKG signaling pathway	23	0.011286	ADCY1, GNAI3, MAP2K1, ROCK2, RAF1, PDE3B, ATP1A2, PRKG1, PPP1CB, KCNMB2, MEF2D, SLC25A31, GNAQ, MAPK3, ADRA1B, CREB3L1, GUCY1B3, PPP3CA, PLCB1, INSR, CACNA1D, AKT3, NFATC1
Adrenergic signaling in cardiomyocytes	22	0.005094	ADCY1, GNAI3, PPP2R5A, CAMK2G, CACNB2, ATP1A2, CACNB4, PPP1CB, TPM1, GNAQ, MAPK12, PPP2CA, MAPK3, KCNE1, ADRA1B, CREB3L1, GNAS, PLCB1, CACNA1D, CAMK2A, AKT3, PPP2R2D
Protein processing in endoplasmic reticulum	22	0.017745	SEC23A, RAD23B, SEC24A, DERL1, SYVN1, UBE4B, RNF185, DNAJB12, STUB1, SSR1, UBE2E3, BAK1, HSPA4L, ERN1, SIL1, MAPK9, AMFR, SEC24C, SEC24D, SAR1A, SEL1L, DNAJA2
T cell receptor signaling pathway	21	1.03E−04	VAV3, TNF, MAP2K1, CBL, CTLA4, RAF1, IL10, NCK2, NRAS, FOS, PAK7, CBLB, MAPK12, JUN, PAK4, MAPK3, MAP3K8, PPP3CA, AKT3, IL2, NFATC1
Insulin signaling pathway	21	0.004921	MAP2K1, CBL, PRKAB2, PHKA1, PRKAB1, ACACA, FOXO1, PDE3B, RAF1, PPP1CB, NRAS, PPP1R3D, CBLB, CRKL, PPP1R3F, MAPK3, FASN, MAPK9, PTPN1, INSR, AKT3
GnRH signaling pathway	20	2.91E−05	ADCY1, MAP2K1, CAMK2G, MAP2K4, RAF1, PRKCD, NRAS, GNAQ, MAPK12, MAP3K2, JUN, MAP3K1, MAPK3, MAPK9, HBEGF, GNAS, PLCB1, CACNA1D, CAMK2A, MAP2K6
Circadian entrainment	20	1.37E−04	ADCY1, GNAI3, CAMK2G, GRIA4, PRKG1, KCNJ5, FOS, GNAQ, GRIA2, GNB2, GNG10, MAPK3, PER2, PER1, GNAS, GUCY1B3, PER3, PLCB1, CACNA1D, CAMK2A
Melanogenesis	20	1.57E−04	WNT5A, ADCY1, GNAI3, MAP2K1, CAMK2G, LEF1, RAF1, FZD5, KITL, FZD4, TCF7L2, FZD7, NRAS, EP300, GNAQ, MAPK3, CREB3L1, GNAS, PLCB1, CAMK2A
Sphingolipid signaling pathway	20	0.002751	GNAI3, TNF, SPTLC1, MAP2K1, PPP2R5A, ROCK2, RAF1, SGMS1, PTEN, NRAS, S1PR3, GNAQ, MAPK12, PPP2CA, RAC1, MAPK3, MAPK9, PLCB1, AKT3, PPP2R2D
Hepatitis B	20	0.015866	E2F2, TNF, MAP2K1, MAP2K4, RAF1, PTEN, DDX58, NRAS, FOS, CCNE1, CDKN1A, EP300, JUN, MAP3K1, MAPK3, YWHAQ, CREB3L1, MAPK9, AKT3, NFATC1
ErbB signaling pathway	19	8.50E−05	MAP2K1, CAMK2G, CBL, MAP2K4, RAF1, NCK2, NRAS, PAK7, CBLB, CDKN1A, CRKL, EREG, JUN, PAK4, MAPK3, HBEGF, MAPK9, CAMK2A, AKT3
Chagas disease (American trypanosomiasis)	19	7.62E−04	ADCY1, TNF, GNAI3, MAP2K4, SMAD3, IL10, FOS, GNAQ, MAPK12, JUN, PPP2CA, MAPK3, IL12A, MAPK9, GNAS, PLCB1, AKT3, PPP2R2D, IL2
Retrograde endocannabinoid signaling	19	7.62E−04	GABRG1, ADCY1, GABRA2, GNAI3, GABRA1, GRIA4, KCNJ5, SLC17A6, NAPEPLD, GNAQ, GRIA2, GNB2, MAPK12, CNR1, GNG10, MAPK3, MAPK9, PLCB1, CACNA1D
Cholinergic synapse	19	0.002276	ADCY1, GNAI3, MAP2K1, CAMK2G, KCNJ12, KCNJ14, NRAS, FOS, GNAQ, GNB2, GNG10, MAPK3, CHRNA4, CREB3L1, SLC5A7, PLCB1, CACNA1D, CAMK2A, AKT3
Neurotrophin signaling pathway	19	0.005293	MAP2K1, NTF3, CAMK2G, RAF1, PRKCD, NRAS, CRKL, MAPK12, PRDM4, RPS6KA2, JUN, MAP3K1, RAC1, MAPK3, MAPK9, RAP1B, FRS2, CAMK2A, AKT3
Lysosome	19	0.005293	AGA, CTSZ, AP4E1, AP1B1, CLTC, GNS, NPC1, AP1S2, LAPTM5, LAMP3, GNPTAB, AP3M1, AP3B2, GALC, GAA, AP3D1, GGA2, CLN5, AP3B1
AMPK signaling pathway	19	0.008048	SCD1, CRTC2, PPP2R5A, PPARG, PRKAB2, PRKAB1, ACACA, FOXO1, CFTR, SIRT1, ADIPOQ, IGF1R, PPP2CA, FASN, CREB3L1, RAB10, INSR, AKT3, PPP2R2D
Vascular smooth muscle contraction	19	0.008048	ADCY1, MAP2K1, ROCK2, CALD1, PRKCH, RAF1, PRKG1, PRKCD, PPP1CB, KCNMB2, GNAQ, MAPK3, ADRA1B, PLA2G6, GNAS, GUCY1B3, CALCRL, PLCB1, CACNA1D
Adherens junction	18	2.24E−05	ACTN4, LEF1, ACTN1, SMAD3, SNAI2, TCF7L2, SNAI1, IQGAP1, VCL, IGF1R, TJP1, EP300, RAC1, MAPK3, WASL, PTPN1, YES1, INSR
Oocyte meiosis	18	0.004111	ADCY1, MAP2K1, PPP2R5A, CPEB3, CAMK2G, BTRC, PPP1CB, IGF1R, CCNE1, MAD2L1, SLK, RPS6KA2, PPP2CA, MAPK3, YWHAQ, PPP3CA, CAMK2A, FBXW11
Amoebiasis	18	0.007719	COL4A3, IL1R1, ADCY1, TNF, ACTN4, ACTN1, ITGB2, COL5A2, IL10, VCL, GNAQ, LAMA5, IL12A, GNAS, SERPINB13, PLCB1, COL24A1, COL11A1
Platelet activation	18	0.022312	ADCY1, GNAI3, ROCK2, PTGS1, PRKG1, PPP1CB, COL5A2, GNAQ, MAPK12, FGA, MAPK3, GNAS, GUCY1B3, RAP1B, PLCB1, COL24A1, COL11A1, AKT3
Serotonergic synapse	18	0.023857	GNAI3, MAP2K1, PTGS1, MAOB, SLC6A4, HTR4, RAF1, KCNJ5, NRAS, APP, GNAQ, GNB2, GNG10, MAPK3, SLC18A2, GNAS, PLCB1, CACNA1D
Tight junction	18	0.037031	GNAI3, ACTN4, MPDZ, MRAS, PRKCH, ACTN1, AMOTL1, PRKCD, PTEN, CLDN15, NRAS, TJP1, PPP2CA, ASH1L, RAB13, YES1, AKT3, PPP2R2D
Estrogen signaling pathway	17	0.003032	ADCY1, GNAI3, MAP2K1, RAF1, PRKCD, KCNJ5, NRAS, FOS, GNAQ, SP1, JUN, MAPK3, CREB3L1, HBEGF, GNAS, PLCB1, AKT3
Glucagon signaling pathway	17	0.003732	CRTC2, CAMK2G, PHKA1, PRKAB2, PRKAB1, ACACA, PDE3B, FOXO1, SIRT1, EP300, GNAQ, CREB3L1, GNAS, PPP3CA, PLCB1, CAMK2A, AKT3
Choline metabolism in cancer	17	0.004129	MAP2K1, CHKB, RAF1, NRAS, FOS, HIF1A, SP1, DGKE, JUN, DGKG, MAPK3, RAC1, MAPK9, SLC5A7, WASL, PDGFD, AKT3
Insulin resistance	17	0.009491	CRTC2, TNF, PRKAB2, PRKAB1, FOXO1, PRKCD, PTEN, PPP1CB, PPP1R3D, RPS6KA2, MLX, CREB3L1, MAPK9, OGT, PTPN1, INSR, AKT3
Glutamatergic synapse	17	0.014278	SLC38A3, ADCY1, GNAI3, SLC38A2, GRIK5, GRIA4, HOMER1, SLC17A6, GNAQ, GRIA2, GNB2, GNG10, MAPK3, GNAS, PPP3CA, PLCB1, CACNA1D
Ubiquitin mediated proteolysis	17	0.077448	SYVN1, UBE3A, BTRC, UBE4B, CBL, BIRC6, UBE2H, HERC2, STUB1, CUL3, UBE2E3, CBLB, MAP3K1, WWP1, UBE2M, TRIM32, FBXW11
Prostate cancer	16	0.002635	E2F2, MAP2K1, FOXO1, RAF1, LEF1, PTEN, TCF7L2, NRAS, IGF1R, CCNE1, CDKN1A, EP300, MAPK3, CREB3L1, PDGFD, AKT3
Thyroid hormone signaling pathway	16	0.02557	KAT2B, MAP2K1, RAF1, FOXO1, MED13, ATP1A2, NRAS, NCOA1, NOTCH1, HIF1A, EP300, NCOA3, MAPK3, DIO1, PLCB1, AKT3
Inflammatory mediator regulation of TRP channels	16	0.058489	IL1R1, ADCY1, PTGER4, CAMK2G, TRPA1, PRKCH, PRKCD, PPP1CB, GNAQ, MAPK12, PLA2G6, MAPK9, GNAS, PLCB1, CAMK2A, MAP2K6
Osteoclast differentiation	16	0.058489	IL1R1, TNF, MAP2K1, CSF1, PPARG, FOS, TNFSF11, MAPK12, JUN, MAPK3, RAC1, MAPK9, PPP3CA, MAP2K6, AKT3, NFATC1
Long-term potentiation	15	3.92E−04	ADCY1, MAP2K1, CAMK2G, RAF1, PPP1CB, NRAS, EP300, GNAQ, GRIA2, RPS6KA2, MAPK3, RAP1B, PPP3CA, PLCB1, CAMK2A
Salmonella infection	15	0.0022	DYNC1I1, DYNC1LI2, ROCK2, ARPC1A, FOS, TJP1, MAPK12, ARPC2, JUN, MAPK3, RAC1, MAPK9, WASL, DYNC1H1, DYNC1I2
Gap junction	15	0.005529	ADCY1, GNAI3, MAP2K1, RAF1, LPAR1, PRKG1, NRAS, TJP1, GNAQ, MAP3K2, MAPK3, GNAS, GUCY1B3, PDGFD, PLCB1
Toll-like receptor signaling pathway	15	0.02171	TNF, MAP2K1, MAP2K4, CXCL9, FOS, MAPK12, JUN, RAC1, MAPK3, MAP3K8, IL12A, MAPK9, MAP2K6, AKT3, TRAF3
TNF signaling pathway	15	0.038777	TNF, DNM1L, MAP2K1, CSF1, MAP2K4, FOS, MAPK12, JUN, MAPK3, MAP3K8, CREB3L1, MAPK9, AKT3, MAP2K6, TRAF3
Cell cycle	15	0.093007	E2F2, E2F5, CDC14B, SMAD3, CDK7, CCNE1, CDKN1A, MAD2L1, EP300, RAD21, CCND2, YWHAQ, GADD45A, STAG2, TFDP1
Amphetamine addiction	14	0.001509	CAMK2G, MAOB, GRIA4, PPP1CB, SIRT1, FOS, GRIA2, JUN, SLC18A2, CREB3L1, GNAS, PPP3CA, CACNA1D, CAMK2A
Renal cell carcinoma	14	0.001509	MAP2K1, RAF1, HGF, PAK7, NRAS, CRKL, EP300, HIF1A, PAK4, JUN, RAC1, MAPK3, RAP1B, AKT3
Fc gamma R-mediated phagocytosis	14	0.011216	VAV3, MAP2K1, RAF1, ARF6, PRKCD, AMPH, ARPC1A, CRKL, ARPC2, MAPK3, RAC1, MARCKS, WASL, AKT3
GABAergic synapse	14	0.014861	GABRG1, SLC38A3, ADCY1, GABRA2, GNAI3, GABRA1, SLC38A2, SLC6A1, GNB2, TRAK2, GNG10, ABAT, CACNA1D, NSF
Long-term depression	13	0.002005	GNAI3, MAP2K1, RAF1, PRKG1, IGF1R, NRAS, GRIA2, GNAQ, PPP2CA, MAPK3, GNAS, GUCY1B3, PLCB1
Progesterone-mediated oocyte maturation	13	0.033215	ADCY1, GNAI3, MAP2K1, CPEB3, PDE3B, RAF1, IGF1R, MAD2L1, MAPK12, RPS6KA2, MAPK3, MAPK9, AKT3
Colorectal cancer	12	0.008821	FOS, MAP2K1, JUN, MAPK3, RAC1, MAPK9, RAF1, SMAD3, LEF1, TCF7L2, AKT3, AXIN1
Fc epsilon RI signaling pathway	12	0.013779	NRAS, TNF, VAV3, MAPK12, MAP2K1, MAPK3, MAP2K4, RAC1, MAPK9, RAF1, AKT3, MAP2K6
Melanoma	12	0.018702	NRAS, IGF1R, E2F2, CDKN1A, FGF7, MAP2K1, MAPK3, RAF1, PDGFD, HGF, PTEN, AKT3
Chronic myeloid leukemia	12	0.020602	NRAS, E2F2, CDKN1A, CBLB, CRKL, MAP2K1, MAPK3, CBL, RAF1, BCL2L1, RUNX1, AKT3
Prolactin signaling pathway	12	0.022641	NRAS, FOS, TNFSF11, MAPK12, MAP2K1, CCND2, MAPK3, MAPK9, RAF1, SOCS7, AKT3, CISH
Pertussis	12	0.024823	FOS, GNAI3, TNF, NOD1, MAPK12, JUN, MAPK3, IL12A, MAPK9, ITGB2, SERPING1, IL10
Insulin secretion	12	0.06389	ADCY1, GNAQ, CAMK2G, CREB3L1, GNAS, ATP1A2, VAMP2, PLCB1, CAMK2A, CACNA1D, ADCYAP1, KCNMB2
Circadian rhythm	11	6.68E−05	CRY2, NR1D1, BTRC, PRKAB2, PRKAB1, PER2, PER1, PER3, FBXW11, CLOCK, FBXL3
Glioma	11	0.025453	NRAS, IGF1R, E2F2, CDKN1A, MAP2K1, CAMK2G, MAPK3, RAF1, PTEN, CAMK2A, AKT3
B cell receptor signaling pathway	11	0.040119	NRAS, FOS, VAV3, MAP2K1, JUN, MAPK3, RAC1, RAF1, PPP3CA, AKT3, NFATC1
Salivary secretion	11	0.069082	CD38, ADCY1, GNAQ, SLC12A2, ADRA1B, GNAS, GUCY1B3, ATP1A2, VAMP2, PLCB1, PRKG1
Bacterial invasion of epithelial cells	11	0.074081	ARPC1A, CAV2, CBLB, CAV1, CRKL, ARPC2, CBL, RAC1, WASL, CLTC, VCL
Synaptic vesicle cycle	10	0.045841	ATP6V1C1, SYT1, CPLX2, SLC17A6, SLC18A2, ATP6V1B2, VAMP2, CLTC, UNC13C, NSF
Pancreatic cancer	10	0.059074	E2F2, MAP2K1, MAPK3, RAC1, MAPK9, RAF1, RALA, SMAD3, BCL2L1, AKT3
Arrhythmogenic right ventricular cardiomyopathy	10	0.092277	ACTN4, DMD, ITGA1, CACNB2, ACTN1, LEF1, CACNB4, ITGA4, CACNA1D, TCF7L2
Renin secretion	10	0.092277	GNAI3, GNAQ, PTGER4, PDE3B, GNAS, GUCY1B3, PPP3CA, PLCB1, CACNA1D, ADCYAP1
Vasopressin-regulated water reabsorption	9	0.015204	DYNC1I1, DYNC1LI2, CREB3L1, GNAS, VAMP2, DYNC1H1, DYNC1I2, NSF, AQP2
Endometrial cancer	9	0.04321	NRAS, MAP2K1, MAPK3, RAF1, LEF1, PTEN, TCF7L2, AKT3, AXIN1
Acute myeloid leukemia	9	0.062572	NRAS, MAP2K1, MAPK3, RUNX1T1, RAF1, LEF1, RUNX1, TCF7L2, AKT3
Malaria	8	0.071947	LRP1, TNF, COMP, IL12A, ITGB2, HGF, SDC2, IL10
Amyotrophic lateral sclerosis	8	0.093164	DERL1, TNF, GRIA2, MAPK12, RAC1, BCL2L1, PPP3CA, MAP2K6
Dorso-ventral axis formation	7	0.010038	NOTCH1, MAP2K1, CPEB3, ETS1, ETS2, MAPK3, ETV6
Nicotine addiction	7	0.082655	GABRG1, GABRA2, SLC17A6, GABRA1, GRIA2, CHRNA4, GRIA4
Bladder cancer	7	0.090875	NRAS, E2F2, CDKN1A, MAP2K1, MAPK3, RAF1, HBEGF
Thyroid cancer	6	0.067242	NRAS, MAP2K1, PPARG, MAPK3, LEF1, TCF7L2
Sulfur metabolism	4	0.046731	SQRDL, PAPSS1, BPNT1, PAPSS2

### Key modules analyses

Based on information in the STRING database, all putative target genes constituted a PPI network that contained 1,360 nodes and 8,644 edges. The genes in the top three significant modules were further analyzed to evaluate their functions, and were involved in circadian rhythms, pathway in cancer, colorectal cancer, renal cell carcinoma, the ErbB signaling pathway, the wnt signaling pathway, vascular smooth muscle contraction, and long-term potentiation (Fig. 4).

**Figure 4:**
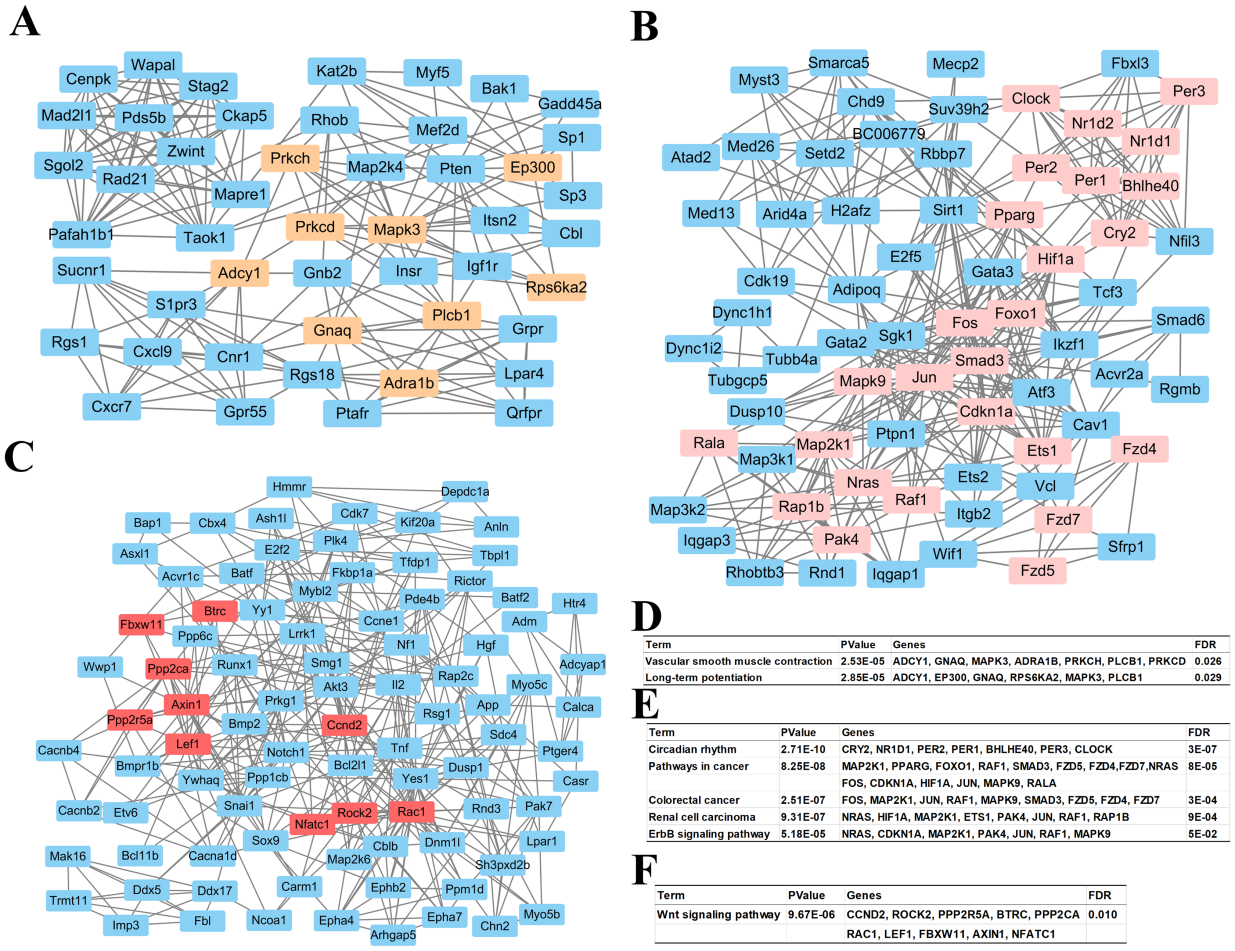
Top 3 modules of the protein–protein interaction network. (A) Module 1; (B) the enriched pathways of module 1; (C) module 2; (D) the enriched pathways of module 2; (E) module 3; (F) the enriched pathways of module 3. The rectangle in brown, pink and red represent the genes in high FDR signaling pathway in each module, respectively.

### Validation of miRNA expression

Five miRNAs (miR-195, miR-338, miR-340, miR-374 and miR-669d), whose putative target genes were involved in both pathways in cancer and circadian rhythms were validated by qRT-PCR to confirm the results of miRNAs microarray analyses. We also analyzed the expression levels of these miRNAs over a 26 h period at 4 h intervals to obtain a broader view of the rhythmic expression of these miRNAs. These miRNAs were all upregulated and consistent with the microarray results (Fig. 5). 

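On the arrays, miR-195 had a log2 ratio of mutant to WT of 0.24 (spot SD 0.11) at ZT2 and 0.42 (spot SD 0.14) at ZT14. miR-340-3p was at 0.31 (spot SD 0.74) at ZT2 and, detected in the mutant only, had a bound of 1.66-fold higher at ZT14. miR-340-5p, the other arm of that precursor, was at 0.083 (spot SD 0.20) at ZT2 and 0.011 (spot SD 0.42) at ZT14. miR-374 was at 0.15 (spot SD 0.40) at ZT2 and, detected in the mutant only, had a bound of 0.14 on the log2 scale at ZT14; with the floor at the negative control mean neither miRNA had a bound above 1 at ZT14. miR-338-5p was at -0.21 (spot SD 2.22) at ZT2, which turned to 1.22 in the authors' processed values, and had no bound above 1 at ZT14. miR-338-3p, the other arm, was at -0.15 (spot SD 0.35) and 0.11 (spot SD 0.55). miR-669d was detected in WT only at both time points, at least 1.33-fold lower in the mutant at ZT2 and 4.06-fold lower at ZT14, which was 2.58-fold with that floor. Among these miRNAs, only the ratios of miR-195 exceeded 1 SD of the spots. That SD describes single spots, so a ratio under it can still exceed the technical error of the means. The qRT-PCR values are not analysed here.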

The expression levels of miR-195 and miR-340 retained a circadian manner in *Clock* mutant mice, despite the fact that their expression levels were greatly increased at all time points examined. The expression level of nr1d2 mRNA was down-regulated.

**Figure 5:**
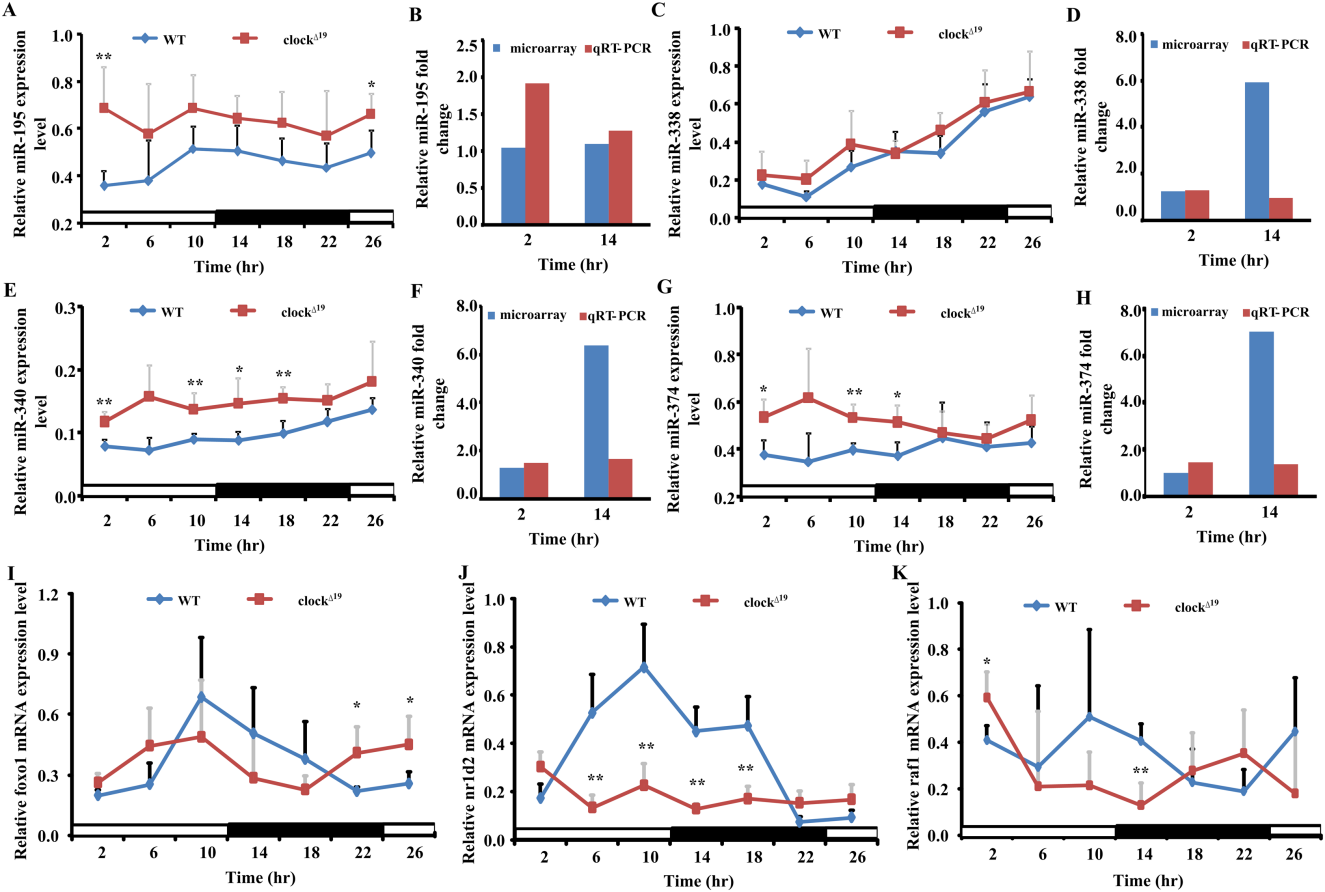
Four miRNAs and three mRNAs expression profiles in WT and *Clock* mutant mice liver. (A, C, E and G) show the expression of five differently expressed miRNAs in WT and clock mutant mice over 26 h (4 h intervals) in a 12 L/12 D photoperiod by qRT-PCR. Data points (means of 5 biological replicates ± SEM) were normalized using U6. (B, D, F and H) Showed the relative fold change of five miRNAs analyzed by microarray and qRT-PCR at two time points, respectively. In (B, D, F and H), the *y*-axis represents the relative fold change, the value greater than zero represents the upregulation and the value less than zero represents the down-regulation. The relative miRNAs fold change of microarray was analyzed by the fold change (FC) of *Clock* mutant and wild type (WT) mouse with mathematical formula log_2_^FC(*Clock*)/FC(WT)^. The relative miRNAs fold change of qPCR was analyzed by the value after normalization to U6 with the comparative threshold method. If the value of *Clock* mutant more than WT mouse, the upregulation fold change was calculated with the formula 2^−ΔΔCt(*Clock*)^/2^−ΔΔCt(WT)^. The down-regulation fold change was considered when the value of *Clock* mutant less than WT mouse and analyzed by the mathematical formula 2^−ΔΔCt (WT)^/2^−ΔΔCt (*Clock*)^. (I, J and K) Showed the expression level of three putative target genes in WT and *Clock* mutant mice over 26 h (4 h intervals) in a 12 L/12 D photoperiod by qRT-PCR, data points (means of 5 biological replicates ± SEM) were normalized using *gapdh*. *p < 0.05; **p< 0.01.

## Discussion

Circadian miRNAs involved in liver function represent a newly recognized level of the liver regulatory networks and the function of the biological clock. While many studies have demonstrated that CLOCK can regulate physiological processes in the liver by altering the expression of CCGs or physiological processes-related genes downstream of many cellular pathways, and microarray-based expression profiling of miRNAs in mouse liver at different time points has been used to identify circadian miRNAs, little is known about the molecular mechanism by which core clock genes coordinate with miRNAs to regulate liver function. 

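Counting each miRNA once, 35 miRNAs differed at least 2-fold between the mutant and WT at ZT2 or ZT14. The number was 7 with normexp and 11 over miRNAs detected on both arrays. Without scaling between arrays it was 51, with the authors' processed values and bounds for undetected miRNAs it was 75, and with those values as they stand, chosen after seeing the data, it was 104. Genotype has more than 1 array per level only when both time points are fitted together. In a limma fit of genotype and time point to the 123 miRNAs detected on all 4 arrays, 0 miRNAs differed by genotype at an adjusted p of 0.05 with Benjamini-Hochberg adjustment. The smallest adjusted p was 0.220, and 10 miRNAs had an unadjusted p under 0.05. miR-802 had the smallest p, at a log2 difference of -1.53 (standard error 0.20, adjusted p = 0.220 from limma). The fit has 1 residual degree of freedom per miRNA. It estimates 1 genotype difference shared by both time points, so a change at only 1 of them counts as error. miR-466f-3p, at log2 -0.29 at ZT2 and -3.48 at ZT14, had a standard error of 0.82. Fitted with genotype alone, the 4 arrays gave 0 calls, with 8 miRNAs at an unadjusted p under 0.05. The same fit without the mutant array at ZT2 called 7, all lower in the mutant; it leaves 1 mutant array, at ZT14, which is assumed to vary like the WT arrays, and it has no term for time point.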

In this study, we identified 104 miRNAs showing significant differential expression in the liver of *Clock* mutant mice (based on microarray analyses). We investigated their pathways and found that these miRNAs were mainly involved in cancer, PI3K-Akt signaling pathway, and the MAPK signaling pathway. Further investigation revealed that the hub genes were associated with circadian rhythms and pathway in cancer.

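miR-122, a miRNA specific to the liver, was detected on all 4 arrays. Its mutant to WT ratio was 1.14 (log2 0.19, spot SD 0.12) at ZT2 and 1.14 (log2 0.18, spot SD 0.10) at ZT14. Before scaling, its mean signal at ZT2 was 52215 in WT and 55936 in the mutant, and at ZT14 it was 29413 in WT and 52644 in the mutant. Without scaling between arrays the log2 ratio was 0.10 at ZT2 and 0.84 at ZT14, and in the authors' processed values it was 1.00 and 0.86.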

In our analyses, the liver-special miRNA, miR-122 (FC = 2.0009 at ZT2 and FC = 1.8112 at ZT14) was identified in liver tissue in absence of *Clock*, suggesting that our current strategy was appropriate for examining circadian miRNAs in the mouse liver although mature miRNAs did not show strong circadian oscillation. Furthermore, 14 miRNAs were altered at both analyzed time points, including miR-100, miR-195, miR-221, miR-338-5p, miR-34a, miR-340-3p, miR-374, miR-423-5p, miR-429, miR-455, miR-497, miR-532-5p, miR-669d and miR-802. Notably, except for miR-532-5p and miR-669d, the other miRNAs were previously identified to be involved in liver function. However, previous studies have only determined the association between these miRNAs and liver function, while the impact of circadian rhythms on miRNAs expression in the liver has not been examined. Thus, the identification of CLOCK-regulated miRNAs and their function in the circadian rhythm provides new insights.

Among the miRNA-mRNA pairs, four miRNAs directly targeted core circadian clock genes. This indicates that miRNAs may play a vital role in regulating circadian rhythms through core circadian clock genes. miR-34a targets *Per1* and is rhythmically expressed in cholangiocarcinoma cells and H69 cells, and its inhibition decreases proliferation, migration and invasion in cholangiocarcinoma cells (Han et al., 2016). Coupled with those results, our study suggests that the differentially expressed Clock-regulated miRNAs would construct a strong correlation network among miRNA expression, circadian rhythms, and liver function. 

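For miR-100, miR-195, miR-221, miR-34a, miR-497 and miR-802, the ratio of ZT14 to ZT2 within a genotype was taken from the scaled signals. In WT, the log2 ratio was -0.14 for miR-100, -0.13 for miR-195, -0.16 for miR-221, -0.32 for miR-34a, -0.095 for miR-497 and -0.69 for miR-802. In the mutant it was -0.25 for miR-100, 0.046 for miR-195, -0.077 for miR-221, -0.22 for miR-34a, 0.023 for miR-497 and -0.052 for miR-802. The spot SD was exceeded by miR-195, miR-34a and miR-802 in WT, whose spot SDs were 0.13, 0.16 and 0.15, and by miR-100 and miR-34a in the mutant, at 0.12 and 0.16. In the limma fit of both genotypes, their adjusted p for time point lay between 0.525 and 0.898. The same fit called 0 of the 123 miRNAs for time point, with 12 at an unadjusted p under 0.05. Without scaling, where the median log2 ratio of ZT14 to ZT2 in WT was -0.78, it called 5.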

Interestingly, although the expression levels of miR-100, miR-195, miR-221, miR-34a, miR-497 and miR-802 did not significantly differ at ZT2 and ZT14, they have been found to regulate hepatocellular carcinoma metastasis, hepatic insulin resistance, liver disease and other maladies. These results suggest that the miRNAs that do not show significant circadian oscillation are also worth of study.

Numerous studies have demonstrated that miRNAs might play important and extensive roles in liver development and regeneration in addition to contributing to or preventing chronic liver disease by directly or indirectly targeting cell cycle, proliferation or apoptosis genes. Zhou et al. (2014) found that miR-100 directly inhibits the expression of isoprenylcysteine carboxyl methyltransferase (ICMT) and ras-related C3 botulinum toxin substrate 1 (Rac1) by binding to their 3′ UTRs, and represses metastasis of hepatocellular carcinoma (HCC) cells. In another study, miR-100 suppressed the expression of mTOR and IGF-1R in HCC cells by binding to their 3′ UTR, and knockdown of mTOR or IGF-1R phenocopied the pro-autophagy effects of miR-100 (Ge et al., 2014). In our study, we also showed that Rac1 was regulated by miR-100. Although the suppression of IGF-1R by miR-100 was not observed, we found that Igf-1R was regulated by miR-340-3p. These differences may be due to the different prediction software used. IGF‑1R is a key component of the IGF axis that promotes cell proliferation, migration, and transformation. Increased expression of IGF-1R in HCC is closely associated with tumor progression (Scharf & Braulke, 2003). We predicted that miR-340-3p may inhibit proliferation in HCC cells by reducing IGF-1R levels. In a previous study, the target genes of miR-195 and miR-497 played important roles in increasing tumor life span, inhibiting tumor growth, and regulating cell cycle in HCC, and suppressing the growth of xenograft tumors in nude mice (Furuta et al., 2013). Consistent with these studies, the miR-195 targeting *Pcmt1* or *Cbx4* or *Btrc* or *Phf19* or *Ccne1*, and miR-497 targeting *Btrc* pairs were all observed in our results.

Gene co-expression network analysis is an essential tool for identifying the hub genes regulated by miRNAs. In our study, among the three modules screened using Cytoscape, the module pathways were mostly associated with the circadian rhythms. Studies of circadian rhythms provide important insights into the role of the circadian clock in liver physiology at the transcriptional level. However, recent proteomics studies have found that the levels of some metabolic enzymes cycle, although their transcript levels remain relatively constant throughout the day, indicating that post-transcriptional mechanisms might also be involved in circadian regulation of liver functions. Our results showed that miR-340-3p, miR-669d, miR-374 and miR-338-5p could directly target circadian genes (miR-340-3p targeting *Clock*, *Per1*, *Cry2*; miR-669d targeting *Per2*; miR-374 targeting *Per3*; miR-338-5p targeting *Nr1d1*), further supporting this idea. The other main pathway was pathway in cancer, and the genes in this pathway can impact tumor cell proliferation (PPARG, RAF1), regulate hepatic glucose and lipid metabolism (FOXO1), and decrease the viability and invasiveness of HCC cells (RALA) (Ezzeldin et al., 2014; O-Sullivan et al., 2015; Jeric et al., 2016; Li et al., 2017; Savic et al., 2016). This suggests that at the molecular level, CLOCK-regulated miRNAs may be involved in cancer initiation or progression by directly controlling cell proliferation, cell invasion, or metabolism-related genes in the mouse liver.

In summary, we identified changes in miRNA expression in *Clock* mutant mouse liver, and these CLOCK-regulated miRNAs had the ability to take part in liver function. Our results provide additional evidence to support the expanding research linking circadian rhythms dysfunction, miRNA expression, and liver function. Understanding the regulatory mechanism of *Clock* in the liver at the post-transcriptional level is critical importance for further highlighting the role of circadian miRNAs in peripheral organ or tissue. Our study focused only on 14 differentially expressed miRNAs, and analyses of the remaining miRNAs are necessary to fully understand the impact of circadian miRNAs on liver function and to identify biomarkers of liver disease.

## Conclusion

Our miRNA profile analyses identified a number of miRNAs that may be regulated by CLOCK and revealed these miRNAs linked to liver function. The functional roles of these miRNAs may affect the various physiological processes of the liver, and these data provide a reference for better understanding potential regulatory mechanisms in the liver.

## Supplemental Information

10.7717/peerj.8119/supp-1 Supplemental Information 1 The full list of differentially expressed miRNAs in liver of clock mutant at ZT2 with fold change (FC > 1). Clock mutant vs. WT. Click here for additional data file.

10.7717/peerj.8119/supp-2 Supplemental Information 2 The full list of differentially expressed miRNAs in liver of clock mutant at ZT14 with fold change (FC > 1). Clock mutant vs. WT. Click here for additional data file.

10.7717/peerj.8119/supp-3 Supplemental Information 3 The predicted target genes of the 14 differentially expressed miRNAs. Click here for additional data file.

# Supplementary material for: Analysis of miRNA expression profiles in the liver of ClockΔ19 mutant mice
**Source:** PeerJ. 2019 Nov 28;7:e8119. doi: 10.7717/peerj.8119
**Supplement:** Supplemental Information 1 — Clock mutant vs. WT.

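Supplementary table 1 lists a signed fold change for each of the 194 miRNAs detected at ZT2: a positive value is mutant over WT, and a negative value is WT over mutant with the sign turned. All 194 values equal the difference of the authors' deposited log2 values within 0.001. The table holds 34 values of -2 or below and 27 of 2 or above. Of the 34, 33 belong to miRNAs detected on 1 array, for which the undetected side stands at a signal of 0.1, so that the fold depends on that number.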

Supplementary table 1.The full list of differentially expressed miRNAs in liver of clock mutant at ZT2 with fold change (FC >1).Clock mutant VS WT.

# Supplementary material for: Analysis of miRNA expression profiles in the liver of ClockΔ19 mutant mice
**Source:** PeerJ. 2019 Nov 28;7:e8119. doi: 10.7717/peerj.8119
**Supplement:** Supplemental Information 2 — Clock mutant vs. WT.

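Supplementary table 2 holds 157 signed fold changes for ZT14, all equal to the difference of the authors' deposited log2 values within 0.001. It has 24 values of -2 or below, 15 of them from miRNAs detected on 1 array, and 33 of 2 or above, 19 of them from such miRNAs. Among miRNAs detected on both arrays the largest fold, in either direction, is 7.48.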

Supplementary table 2.The full list of differentially expressed miRNAs in liver of clock mutant at ZT14 with fold change (FC >1).Clock mutant VS WT.

# Supplementary material for: Analysis of miRNA expression profiles in the liver of ClockΔ19 mutant mice
**Source:** PeerJ. 2019 Nov 28;7:e8119. doi: 10.7717/peerj.8119
**Supplement:** Supplemental Information 3

Supplementary table 3. The predicted target genes of the 14 differentially expressed miRNAs.

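The table pairs a miRNA with a gene on each line, as predicted by at least 4 of the programs named in the paper's methods. It holds 1781 pairs over 1505 genes. miR-338-5p has the most, with 374, followed by miR-374 with 318 and miR-340-3p with 287, and miR-221 has the fewest, with 19. The pairs are predictions from sequence and carry no expression value.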

How the deposited data were processed for this re-analysis (not part of the article)

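Liver RNA of WT and *Clock* mutant mice killed at ZT2 and ZT14 was measured on 4 arrays, 1 pool of 3 mice per array. All 4 arrays were on 1 slide and scanned together, so slide and scan did not differ between groups. The authors deposited the scanner output of each array, made with Agilent Feature Extraction, which holds for each spot a linear intensity after background subtraction, flags for outlier spots, a total signal per probe and per miRNA, and a call of whether the miRNA was detected. The authors also deposited a table of log2 values per miRNA. Set against the scanner output, all 650 miRNAs of that table equal, within 0.001, the log2 of the summed signal of the miRNA's detected probes, or of 0.1 for a miRNA not detected, minus 1 number per array. That number equals the 75th percentile of the log2 values over all 672 features of the array. This definition was found by trying 144 combinations of feature set, percentile formula and scale after the values were seen, and 1 of them came within 0.001 on both arrays at ZT2. The paper's methods name the Agi4x44PreProcess package and a fold change of 2 and state no normalization.

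From the scanner output, the processed intensity was averaged over the spots of a probe without outlier flags, then over the probes of a miRNA, divided by the 75th percentile of the array over the 123 mouse miRNAs detected on all 4 arrays, and put on the log2 scale. A miRNA was taken as detected where Feature Extraction called it so. No spot was saturated. Signal over background sets the precision of single ratios: detected signals reached down to between 1.99 and 3.02 units on the 4 arrays, and negative control spots averaged 5.65 to 9.53 units. The median coefficient of variation of spots within a probe, over the miRNAs detected on all arrays, was 5.34% to 6.53%.

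Mutant and WT were compared within each time point by the ratio of 2 arrays, with no test, since there is 1 array per condition. Genotype and time point were tested over all 4 arrays with limma 3.58.1 in R 4.3.3, with an additive design and Benjamini-Hochberg adjustment, over the 123 miRNAs. The fit was tested on simulated data for the 123 miRNAs. In these, 30 were changed by 1.5 on the log2 scale with an SD of 0.15. It called 25 of the changed miRNAs and 0 of the unchanged. All simulated miRNAs had that SD and the same genotype change at both time points, unlike the data. In the data the standard error was 0.82 for miR-466f-3p, and miR-802, at -1.53, was not called. The 25 therefore does not say how many real changes of this size would be called. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

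The samples, the tests, the rule for naming miRNAs and most alternatives were set before the data were examined. The alternatives were no scaling, the 75th percentile over all mouse miRNAs, the median over miRNAs detected on all arrays, quantile normalization with a floor of 1, normexp background correction with an offset of 50, the scanner's summed signal per miRNA with and without scaling, the authors' log2 table, keeping outlier spots, a detection call from spots well above background, counting only miRNAs detected on both arrays, a signal of 1 for undetected miRNAs, thresholds of 1.5-fold and 3-fold, and for limma other sets of miRNAs, genotype alone, and each array left out. Chosen after seeing the data were the sum over detected probes, the authors' table with its ratios as they stand, scaling by the 4 control probes that the files mark as spike-ins, and a floor for undetected miRNAs at the mean of the negative control spots of the array. The miRNAs named are those of the paper's text, the 5 largest changes in each direction at each time point among miRNAs detected on both arrays, the extremes of Tables S1 and S2, and the members of lists of muscle, red blood cell, leukocyte, epithelial, hepatocyte and repeat-like miRNAs. The lists and table extremes were written after those tables had been read.

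A list was compared with 10000 random lists of the same size and similar signal, with a miRNA that had no bound past 1 set to 0. Gene places came from the RefSeq annotation of GRCm38.p6 and were used only to ask which genes share a chromosome, since the arrays name no build. The qRT-PCR, target prediction, enrichment and protein network results are not analysed here.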

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

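The test in this part was chosen after the result was seen. The arrays carry probes for miRNAs of murine viruses, which the paper does not report on, and 3 of the 39 were detected, each on all 4 arrays. With the detection call from spots well above background the number was 3 too. The paper's design has no control sample without virus. mcmv-miR-M23-1-5p had signals of 122 in WT and 97.3 in the mutant at ZT2, and 42.7 in WT and 58.0 in the mutant at ZT14. mcmv-miR-m88-1 had 77.0 and 51.5 at ZT2, and 23.3 and 34.2 at ZT14. mghv-miR-M1-2 lay between 25.9 and 34.2 on the 4 arrays. If RNA of a murine virus were in the livers, most miRNAs of that virus would be detected. The 3 detected probes are 2 of 29 of mouse cytomegalovirus and 1 of 10 of murine gammaherpesvirus, which is few, but a virus that makes only some of its miRNAs would give the same picture, and so could mouse RNA that binds these probes. These cannot be told apart from the 3 probes, because the probe sequences were not used here. Genotype and time point do not separate the detected from the undetected, and no other biological explanation was tested.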

How the results depend on the processing

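The sum over detected probes, the authors' table with its ratios as they stand, the spike-in scaling and the floor at the mean of the negative controls were chosen after seeing the data; the other alternatives were planned. No paired analysis was possible because each condition has 1 array and its replicate number is the same on all. The limma fit of genotype and time point sets the genotypes against each other within time points, but estimates only 1 difference shared by both. Its 1 residual degree of freedom is the change of that difference between time points.

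The number of miRNAs at least 2-fold lower at ZT14, 21, stayed between 15 and 28 under every alternative except normexp, with 6, and counting only miRNAs detected on both arrays, with 8. The number detected stayed within 1.5 times at both time points. Keeping outlier spots moved none of the counts beyond 1.5 times, and the median scaling moved only the count between time points in WT, to 8.

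The counts of higher miRNAs, 0 at both time points, depend on the scaling. At ZT14 there were 16 higher and 18 lower without scaling, 11 and 18 with the 75th percentile over all mouse miRNAs, 9 and 18 with quantile normalization, 22 and 23 with the scaled summed signal, 38 and 19 with the unscaled summed signal, 29 and 20 with the authors' table, 39 and 22 with undetected miRNAs at 1, 5 and 26 with the sum over detected probes, 33 and 24 with the authors' table as it stands, 32 and 17 with spike-in scaling, and 6 and 28 at 1.5-fold. At ZT2, against 16 lower and 0 higher, there were 10 lower and 2 higher with the 75th percentile over all mouse miRNAs, 5 and 1 with quantile normalization, 33 and 17 with the summed signal, scaled or not, 9 and 27 with the authors' table, 36 and 17 with undetected miRNAs at 1, 34 and 4 at 1.5-fold, 26 and 1 with the sum over detected probes, and 34 and 27 with the authors' table as it stands. The number lower at ZT2 was 10 with the floor at the mean of the negative controls, 1 with normexp, 4 over miRNAs detected on both arrays and 8 at 3-fold.

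The 2 miRNAs that passed at both time points became 0 with the 75th percentile over all mouse miRNAs, quantile normalization, normexp and 3-fold, 1 with the detection call from spots well above background, over miRNAs detected on both arrays, with spike-in scaling and with the floor at the mean of the negative controls, 5 at 1.5-fold, 8 with the sum over detected probes, 10 with the authors' table, 12 and 13 with the scaled and unscaled summed signal, 14 with the authors' table as it stands and 16 with undetected miRNAs at 1. The 35 at either time point became 7 with normexp, 11 over miRNAs detected on both arrays, 65 with spike-in scaling, 67 at 1.5-fold, 75 with the authors' table, 83 and 94 with the scaled and unscaled summed signal, 98 with undetected miRNAs at 1 and 104 with the authors' table as it stands.

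Between ZT14 and ZT2 in WT, the 15 became 0 with normexp, 5 over miRNAs detected on both arrays, 7 at 3-fold, 8 with the 75th percentile over all mouse miRNAs and with the floor at the mean of the negative controls, 9 with quantile normalization, 29 with the sum over detected probes, 44 at 1.5-fold, 60 without scaling, 63 and 83 with the scaled and unscaled summed signal, 77 with spike-in scaling, 89 with undetected miRNAs at 1, and 138 and 157 with the authors' table, with bounds and as it stands. In the mutant, the 22 became 5 with normexp, 9 over miRNAs detected on both arrays, 39 with the summed signal, scaled or not, 41 with undetected miRNAs at 1, and 142 and 150 with the authors' table, with bounds and as it stands. The table's own construction shows the cause of the last values, since a different number was subtracted at ZT2 and ZT14.

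miR-122 at ZT2, log2 0.19, became 0.50 with the 75th percentile over all mouse miRNAs, 0.00 with quantile normalization, where it ranks first on every array, -0.033 with the scaled summed signal and 1.00 with the authors' table, with bounds or as it stands. At ZT14, 0.18 became 0.84 without scaling, 0.69 with the 75th percentile over all mouse miRNAs, 0.00 with quantile normalization, 0.86 with the unscaled summed signal and with the authors' table, with bounds or as it stands, and 1.01 with spike-in scaling. The median log2 ratio at ZT14 before scaling, 0.63, was 0.41 with normexp.

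The limma fit called 0 miRNAs by genotype, and 6 with normexp, 3 with the sum over detected probes and 79 with the authors' table. With genotype alone, the 4 arrays gave 0, and with each array left out in turn the number was between 0 and 7. The 7 came without the mutant array at ZT2. These fits of 3 arrays have no term for time point and a genotype with 1 array, assumed to vary like the other, so the 7 says nothing of the stability of the fit with time point. By time point it called 0, and 5 without scaling, 3 with normexp, 1 with the unscaled summed signal, 3 with spike-in scaling and 123 with the authors' table.

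Of the values of single named miRNAs measured on both arrays, under an alternative, 511 moved by less than the spread of the spots, 33 of them across 0, and 369 moved by more, 117 of them across 0. Another 17, of miRNAs at least 2-fold lower, turned positive. miR-712 at ZT2 turned to 0.59 with the authors' table, with bounds or as it stands, and miR-805 to 0.49; miR-805 was also 0.010 with normexp and 0.025 with the unscaled summed signal, and miR-802 was 0.080 with the unscaled summed signal. At ZT14 the scaled and unscaled summed signals turned miR-466f-3p to 3.53 and 4.25, miR-466i to 3.69 and 4.42, miR-467f to 3.28 and 4.01, miR-706 to 1.81 and 2.54, and miR-802 to 0.68 and 1.40. The sum over detected probes, which leaves out what the summed signal adds, gave -3.58, -3.19, -2.90, -1.72 and -1.78 for these 5. It gave -2.29 for miR-802 at ZT2. For the other changes named here the cause was not tested. Signal over background limits all counts through the miRNAs detected on 1 array, whose ratios are bounds; of the bounds past 2-fold, 2 of 12 at ZT2 and 2 of 13 at ZT14 have a WT signal below the mean of the negative controls.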

Differences from the paper's values

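The alternatives set before the data were examined were 14 for counts and 9 for single miRNAs. The sum over detected probes, the authors' table as it stands, the spike-in scaling and the floor at the mean of the negative controls were chosen after seeing the values. The paper's value is given first. A value of a single miRNA is said to match the paper's where both have the same sign and differ by less than the spread of the spots. This spread is the SD of single spots, so values far apart can match where the spots vary widely.

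At ZT2 the paper counts 61 changed miRNAs, and 16 were found. The summed signal, scaled or not, with 50, and undetected miRNAs at 1, with 53, came within 1.5 times of the paper's count; the other 11 of the 14 did not. The authors' table as it stands gave 61. For lower miRNAs at ZT2 the paper has 35 and 16 were found; the summed signal, scaled or not, with 33, undetected miRNAs at 1, with 36, and 1.5-fold, with 34, came within 1.5 times, and the other 10 did not. Of the 34 lower in Table S1, 1.5-fold called 19 and leaves out 15. The sum over detected probes, chosen after seeing the values, gave 26 and leaves out 20 of the 34 in Table S1. For higher miRNAs at ZT2 the paper has 26 and 0 were found; the authors' table, with 27, is the 1 of the 14 that came within 1.5 times, and 13 did not. Table S1 itself lists 34 lower and 27 higher, and miR-486, higher in the table, is drawn among the decreased in Fig. 1A.

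For higher miRNAs at ZT14 the paper has 33 and 0 were found. The scaled summed signal with 22, the unscaled with 38, the authors' table with 29 and undetected miRNAs at 1 with 39 came within 1.5 times, and the other 10 did not. Of the paper's 33 they called 16, 28, 29 and 29, which leaves out 17, 5, 4 and 4. Spike-in scaling, chosen after seeing the values, gave 32 and leaves out 11 of the paper's 33. Of the paper's 33, no scaling called 16, the 75th percentile over all mouse miRNAs 11, quantile normalization 9, 1.5-fold 6 and the sum over detected probes 5. Of the 27 in Table S1, the authors' table called 27, the summed signal 3 with or without scaling, undetected miRNAs at 1 also 3, 1.5-fold 4, the 75th percentile over all mouse miRNAs 2, and quantile normalization and the sum over detected probes 1 each. Of the 34 lower in Table S1, 13 were called, against 30 with the summed signal, 33 with undetected miRNAs at 1 and 9 with the authors' table. Changed at both time points are 14 in the paper and 2 here; the scaled summed signal with 12, the unscaled with 13, the authors' table with 10 and undetected miRNAs at 1 with 16 came within 1.5 times, and the other 10 did not. Changed at either are 104 in the paper and 35 here; the same 4 alternatives, with 83, 94, 75 and 98, came within 1.5 times, and the other 10 did not. The authors' table as it stands, chosen after seeing the values, gave 33, 14 and 104 and leaves out 0 of the miRNAs in the paper's tables.

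For miR-122 the paper's fold changes are 2.0009 at ZT2 and 1.8112 at ZT14, and 1.14 was found at both. At ZT2 the authors' table, with 2.00, is the 1 of the 9 that matches, and 8 do not. At ZT14 no scaling with 1.79, the unscaled summed signal with 1.81 and the authors' table with 1.81 match, and the other 6 do not.

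In Fig. 5, read by eye, the array log2 ratio of miR-195 is about 1.1 at ZT2 and about 1.1 at ZT14, and 0.24 and 0.42 were found. At ZT2 the authors' table matches and the other 8 of the 9 do not. At ZT14 no scaling, the unscaled summed signal and the authors' table match, with 1.07, 1.09 and 1.09, and 6 do not; spike-in scaling, chosen after seeing the values, gave 1.24. miR-338-5p at ZT2 is about 1.2 in Fig. 5, read by eye, and -0.21 here; the 75th percentile over all mouse miRNAs, quantile normalization, normexp, the summed signal with and without scaling and the authors' table match within its spread of 2.22, and no scaling, the median scaling and keeping outlier spots, which are below 0, do not. The sum over detected probes, chosen after seeing the values, matches as well. miR-340-3p at ZT2 is about 1.3 in Fig. 5, read by eye, and 0.31 here; the 75th percentile over all mouse miRNAs, quantile normalization, the unscaled summed signal and the authors' table match, and the other 5 do not. miR-374 at ZT2 is about 1.0 in Fig. 5, read by eye, and 0.15 here; the authors' table matches, with 1.01, and 8 do not.

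In Table S1 the paper's fold is 2.68 for miR-100 against 1.53 found, 2.06 for miR-195 against 1.18 found, 2.61 for miR-221 against 1.49 found, 2.58 for miR-34a against 1.47 found, 2.01 for miR-374 against 1.11 found, 3.14 for miR-451 against 1.79 found, 2.08 for miR-497 against 1.19 found. It is 1.36 for miR-1196 against -1.29 found and 1.54 for miR-574-3p against -1.14 found. For these 9 miRNAs the authors' table matches, and the other 8 alternatives set before do not. For miR-338-5p it is 2.33 against -1.16, with the same 6 alternatives matching as in Fig. 5 and 3 not. For miR-340-3p it is 2.415 against 1.24, with the 4 named for Fig. 5 matching and 5 not. For miR-423-5p it is 2.04 against 1.15, and for miR-802 -2.79 against -3.60; for both, the 75th percentile over all mouse miRNAs, quantile normalization and the authors' table match and 6 do not. For miR-96 it is 1.02 against -1.09, with these 3 and normexp matching and 5 not.

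In Table S2 the paper's fold is 2.66 for miR-100 against 1.42 found, with the authors' table matching and 8 not; spike-in scaling, chosen after seeing the values, gave 2.51. It is 2.13 for miR-195 against 1.33, 2.52 for miR-34a against 1.58, 1.38 for miR-451 against -1.15 and 2.055 for miR-497 against 1.29. For these 4, no scaling, the unscaled summed signal and the authors' table match and 6 do not. It is 2.52 for miR-221 against 1.58, with those 3 and the 75th percentile over all mouse miRNAs matching and 5 not. Spike-in scaling, chosen after seeing the values, also matches for miR-221 and miR-34a, with 2.80 for each. The authors' table as it stands holds the paper's fold for every miRNA of Tables S1 and S2.

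The paper states that the 5 miRNAs of Fig. 5 were all higher in the mutant, in the arrays too. miR-669d was lower on the arrays at both time points, and it is lower in Tables S1 and S2. miR-338-5p was below 0 at ZT2 within its spread. miR-195 was above 0 at both time points. miR-340-3p and miR-374 were above 0 at ZT2 within their spread. At ZT14 these miRNAs had bounds in the direction of an increase, and no such bound with the floor at the mean of the negative controls. The folds for which only a bound could be given, such as miR-374 and miR-340-3p at ZT14, are not set against the paper's, and for miR-338-5p and miR-423-5p at ZT14 no fold could be given. With -2.31 found, the paper's -2.15 for miR-802 in Table S2 matches; of the 9 alternatives set before, the median scaling, the authors' table and keeping outlier spots match too, and the other 6 do not.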

Other observations

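Of the tests in this part, those on the signal of miRNAs detected on 1 array and on the parts of the array were set before their results were seen, and the others were chosen after.

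In the authors' table at ZT2, the number subtracted from each array was 4.18 for WT and 3.27 for the mutant on the log2 scale, which adds 0.92, or 1.89-fold, to every ratio of mutant to WT. At ZT14 both numbers were -3.32, the log2 of 0.1, since 22.6% and 23.2% of the features were detected and the 75th percentile fell on an undetected one. The arrays at ZT14 were in effect not scaled. A candidate explanation for the higher miRNAs of Table S1 is this subtraction. Of its 27 miRNAs at least 2-fold higher, 26 were detected on both arrays, and 0 of these stay at least 2-fold higher when the subtraction is undone. Whether the mutant livers held more of most miRNAs at ZT2 depends on the scaling and stays open; without any scaling the median log2 ratio was -0.16.

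Tables S1 and S2 hold 68 folds of 20 or more, and 0 of them belong to a miRNA detected on both arrays, so a candidate explanation for their size is the signal of 0.1 given to an undetected miRNA. miRNAs detected on 1 array may be those at the edge of detection: their median signal was 14.3 units, below 29.0, the 25th percentile of miRNAs detected on both. A loss of these miRNAs in the livers stays open for those with large bounds.

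The WT array at ZT14 was dimmer than the mutant array by a median log2 of 0.63. A brighter scan or a stronger hybridization of the mutant array is argued against by the spike-in control probes, whose median log2 ratio was -0.12, with all 4 between -0.34 and -0.10. Less RNA, or less labelled RNA, in the WT hybridization could dim it. The hur control probes had a median log2 ratio of 0.42, between 0.13 and 0.60, but the files do not say what they measure, so this and a lower level of most miRNAs in WT livers at ZT14 cannot be told apart. How many miRNAs rose in the mutant at ZT14 depends on this: spike-in scaling shares 22 of the paper's 33 higher miRNAs, no scaling 16 and the 75th percentile over detected miRNAs 0.

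The miR-297, miR-466, miR-467 and miR-669 families, taken as repeat-like from general knowledge, fell together on the mutant array at ZT14. Of their 39 miRNAs, 9 were detected in WT and 3 in the mutant. All 9 were at least 2-fold lower, with a median log2 ratio of -2.41, and the median stayed below 0 under each alternative, from -7.99 with the authors' table as it stands to -0.78 with the unscaled summed signal, in which single members turn. At ZT2 their median was -0.27, at the 27.0th percentile of matched lists, turning to 0.52 with the authors' table. miR-574-5p and miR-1187 were at -0.16 at ZT2, at the 28.0th percentile, turning to 0.15 with the 75th percentile over all mouse miRNAs and 0.65 with the authors' table. From ZT2 to ZT14 in the mutant, the median of the 4 families was -2.48 on the log2 scale. Under the alternatives it lay between -2.98 with the sum over detected probes and 0 with the authors' table with bounds. It was -0.47 with normexp and -1.12 with the unscaled summed signal. The median of the 4 families at ZT14 was at percentile 0 of 10000 lists of similar signal, and also, at -2.30, with the floor at the mean of the negative controls. The families thus fell more than other miRNAs of similar signal. They were listed after Table S2 had been read, so the percentile cannot decide against a general loss of dim miRNAs. A local defect of the array is argued against by dividing the array into 4 parts, over which the log2 ratio of the mean signal ran from -2.52 to -2.25. Lower transcription of the cluster that holds the genes of the 4 families would not lower miR-574-5p and miR-1187. The genes of these 2 miRNAs lie on other chromosomes, and their median was -2.06. They were listed after Table S2 had been read, so their fall cannot decide whether the cluster is the whole cause. The annotation matched 37 of the 39, and 5 of them have no gene on the chromosome of the cluster; of these, miR-466i and miR-467f, singled out after their values were seen, were at -2.81 and -2.41. A loss of signal from probes of repeat sequence may remain. Of the 21 lower miRNAs, 10 were outside these lists, among them miR-574-3p, the other arm of the precursor of miR-574-5p. The lists go by name and not by probe sequence, so these 10 do not argue against such a loss. Probe sequences were not used here, so a loss of probe signal and a fall of these miRNAs in the mutant at night cannot be told apart with 1 array.

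Muscle miRNAs were detected in WT at ZT2 only: miR-1, miR-133a and miR-133b, of 7 on the list. Their signals there were 106, 21.6 and 37.6. A candidate explanation is muscle tissue in that pool. The list had medians of -3.87 to the mutant at ZT2, -2.98 to WT at ZT14 and -4.23 to the mutant at ZT14, each at percentile 0 of matched lists. These are bounds: to the mutant at ZT2 the median was -2.64 with the floor at the mean of the negative controls and -0.53 with normexp. To WT at ZT14 it was -1.32 with that floor, -0.033 with normexp and 0 with the authors' table with bounds. The members compared are those detected in WT at ZT2 only, and Table S1 lists all 3, so the percentile restates the detection and tests nothing. A brighter WT array at ZT2 is argued against by the unscaled signals. From it to the other arrays, the hepatocyte list had medians of 0.040, -0.80 and -0.088 in the same order, and the muscle list -3.96, -3.64 and -4.24, or -2.74, -1.98 and -2.02 with the floor at the mean of the negative controls. Muscle tissue in the pool and a difference between the pooled mice cannot be told apart with 1 array.

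Other lists had smaller differences. Red blood cell miRNAs were higher in the mutant at ZT2, with a median log2 ratio of 0.79 at percentile 100, and above 0 under every alternative. At ZT14 their median was -0.19 at the 49.2nd percentile, and it turned positive without scaling, to 0.47, and with the 75th percentile over all mouse miRNAs, quantile normalization, the unscaled summed signal, the authors' table and spike-in scaling. Leukocyte miRNAs were at -0.66 at ZT2, at percentile 0, turning to 0.15 with the authors' table, and at -0.030 at ZT14, at the 32.4th percentile, turning positive in most settings, to 0.63 without scaling. The miR-200 family of epithelial cells was at -0.83 at ZT2, at the 3.66th percentile, and at 0.52 at ZT14, at the 99.5th percentile, turning to -0.16 with normexp. The hepatocyte list was at 0.13 at ZT2, at the 85.2nd percentile, turning to -0.09 with the scaled summed signal, and at -0.018 at ZT14, at the 66.9th percentile, turning positive in several settings, to 0.64 without scaling. From ZT2 to ZT14 in WT, the leukocyte list was at -0.90, at the 0.06th percentile, and the red blood cell list at -0.53, at the 1.12th, both turning positive with the authors' table, and the epithelial list at -0.99, at the 0.18th, turning positive with normexp and the authors' table. In the mutant, the red blood cell list was at -1.22, at the 3.27th percentile, turning positive with the authors' table, the epithelial list at 0.43, at percentile 100, and the leukocyte list at -0.14, at the 45.5th, turning positive in several settings, to 0.35 with the 75th percentile over all mouse miRNAs. These describe single arrays, and the comparisons with WT at ZT2 share that array. The lists were written after Tables S1 and S2 had been read, so their percentiles describe and do not test. The red blood cell list holds miR-451 and miR-486, extremes of Table S1, so its percentile at ZT2 tests nothing.

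Among miRNAs with a positive genotype difference, miR-221, miR-34a and miR-100 had the smallest unadjusted p, with log2 differences of 0.62, 0.61 and 0.56 and adjusted p of 0.220, 0.220 and 0.247 from limma, which fail the correction. They were singled out after their values were seen.

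The scanner's summed signal per miRNA was above the sum of the miRNA's detected probes in 157 cases over the 4 arrays, all of them miRNAs with part of their probes detected. The first explanation written was a running total, in which the excess would equal the signal of the miRNA before it. It was tried in 3 orders and held for 52 of the 157 by name, 24 by signal and 3 by place on the array, so it was not borne out in any of them, and an order not tried may still exist. A looser form was then tested, that the excess equals the signal of some other miRNA of the same array within 0.1%. It held for all 157, against 15 when each excess was raised by 5%. A candidate explanation is that the signal of another miRNA is added in the software, and this form was written after the first had failed.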
